# Diversity of Transcriptional Regulatory Adaptation in *E. coli*

**DOI:** 10.1093/molbev/msae240

**Published:** 2024-11-12

**Authors:** Christopher Dalldorf, Ying Hefner, Richard Szubin, Josefin Johnsen, Elsayed Mohamed, Gaoyuan Li, Jayanth Krishnan, Adam M Feist, Bernhard O Palsson, Daniel C Zielinski

## Abstract

The transcriptional regulatory network (TRN) in bacteria is thought to rapidly evolve in response to selection pressures, modulating transcription factor (TF) activities and interactions. In order to probe the limits and mechanisms surrounding the short-term adaptability of the TRN, we generated, evolved, and characterized knockout (KO) strains in *Escherichia coli* for 11 regulators selected based on measured growth impact on glucose minimal media. All but one knockout strain (Δ*lrp*) were able to recover growth and did so requiring few convergent mutations. We found that the TF knockout adaptations could be divided into four categories: (i) Strains (Δ*argR,* Δ*basR,* Δ*lon,* Δ*zntR,* and Δ*zur*) that recovered growth without any regulator-specific adaptations, likely due to minimal activity of the regulator on the growth condition, (ii) Strains (Δ*cytR,* Δ*mlrA,* and Δ*ybaO*) that recovered growth without TF-specific mutations but with differential expression of regulators with overlapping regulons to the KO’ed TF, (iii) Strains (Δ*crp* and Δ*fur*) that recovered growth using convergent mutations within their regulatory networks, including regulated promoters and connected regulators, and (iv) Strains (Δ*lrp*) that were unable to fully recover growth, seemingly due to the broad connectivity of the TF within the TRN. Analyzing growth capabilities in evolved and unevolved strains indicated that growth adaptation can restore fitness to diverse substrates often despite a lack of TF-specific mutations. This work reveals the breadth of TRN adaptive mechanisms and suggests these mechanisms can be anticipated based on the network and functional context of the perturbed TFs.

## Introduction

The bacterial transcriptional regulatory network (TRN) adapts to environmental changes (Balleza et al. 2009) primarily through the action of transcription factors (TFs) (Madan Babu and Teichmann 2003). Research into TFs has revealed insights into their regulatory targets (Gao et al. 2021), mechanisms of action (Rigali et al. 2004), and roles in environmental responses (Balleza et al. 2009). Genetic mutation enables flexibility of TF activities and interactions both on long (Balleza et al. 2009) and short (<1,000 generation) timescales (Sandberg et al. 2019). TF-related mutations have been observed in laboratory evolution experiments (Anand et al. 2021, 2020; Pal et al. 2022), indicating that microbes can meet short-term environmental challenges through genetic modulation of the TRN. An investigation of how the TRN adapts in the short term to recover growth following strong perturbations would provide insights into both the mechanistic basis and limits of the plasticity of the TRN.

TFs have rich and complex evolutionary histories. TF families share high sequence similarity across species but the large differences in their regulons across species suggests rapid evolution of regulatory networks (Price et al. 2007). TFs have previously been shown to be mutational targets in both short- and long-term evolution experiments (Zinser and Kolter 2000; Crozat et al. 2011; Zion et al. 2024) and regulatory mutations are common in stationary phase experiments (Chib et al. 2017). Regulatory mutations have also been found in antibiotic-resistant *Escherichia coli* strains, including the selective modification of the expression of a multidrug efflux pump (Praski Alzrigat et al. 2017), and have been shown to drastically adjust and rewire metabolic flux (Long et al. 2018). Regulatory mutations are thus a valuable evolutionary mechanism to adjust to a diverse set of environmental changes.

Knockout adaptive laboratory evolution (KO-ALE) has previously been used to study evolutionary adjustments to genetic perturbations in *E. coli*. Metabolic gene KO-ALEs revealed multiple optimal phenotypes exist to alleviate bottlenecks created by the KO, all of which substantially recover growth (Charusanti et al. 2010; McCloskey et al. 2018). Certain TF KO-ALE experiments have been previously carried out, including a *crp* KO-ALE that found convergent mutations to *ptsG*, an important gene in the glucose phosphotransferase system (Pal et al. 2022), and a *pdhR* KO-ALE that resulted in targeted mutations to the Shine-Dalgarno sequences of genes in *pdhR's* regulon (Anand et al. 2021). Mutations to regulators themselves have also been found when the TRN is perturbed in other ways, such as an enrichment of *crp* mutations following the KO of adenylate cyclase that produces the *crp* effector cAMP (Sekowska et al. 2016) and convergent mutations to *oxyR* following evolution with oxidative stress (Anand et al. 2020). In addition to these specific KO-ALE studies, another grew the Keio collection on M9 minimal media supplemented with glucose and found growth defects in KOs of TFs with no known function under this condition (Campos et al. 2018).

To obtain a more comprehensive understanding of short-term TRN plasticity, we performed the largest to-date study of the adaptive response to the removal of regulatory proteins in *E. coli*. We carried out KO-ALEs for 11 regulators, each with 6 independent lineages. The resulting midpoint and endpoint strains were sequenced, expression profiled, and characterized for substrate readiness using phenotyping plates. Independent component analysis (ICA) was used to analyze the gene expression response of the resulting strains, empowering the analysis through comparison to a broad range of experimental conditions in the PRECISE 1 K *E. coli* gene expression database (Sastry et al. 2019; Lamoureux et al. 2023) (Fig. 1a). The results of these experiments suggest a mutation landscape and network structure that is capable of rapidly responding to large perturbations and reveal the breadth of mechanisms underlying the adaptability of the *E. coli* TRN.

**Fig. 1.**
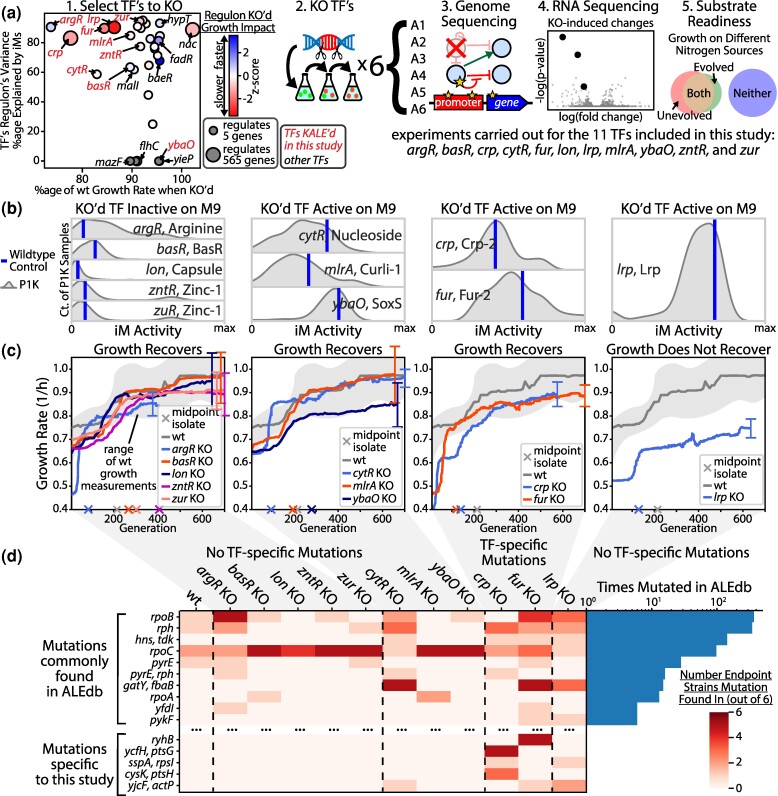
Experimental workflow and how KO strains group based on baseline regulator activity and recovery strategy. a) Eleven regulators were selected for KO-ALE whose labels are colored red in the left panel. With the exception of nac, only regulators with a negative impact to growth when removed are shown (Campos et al. 2018). The coloring for the leftmost figure is set for each regulator based on the combined impact to growth rate of all genes repressed by the regulator subtracted by the combined impact of all genes promoted by the regulator. The presented z-scores are from this distribution of totaled scores. The resulting evolved strains were sequenced and expression profiles were obtained for a select subset. Substrate readiness phenotyping was carried out. b) The activity level of the iModulons regulated by the regulator KO's. The gene and an iModulon it regulates are named in each subplot (gene, iModulon). These iModulon activities are corrected for basal activity, where zero represents no iModulon activity and all activity values are positive. See Methods: Basal iModulon Analysis for details. The gray curve is the distribution of PRECISE1K samples drawn using a kernel density estimation. c) Growth profiles for each of the KO's. Growth measurements were taken for each of the 6 independent lineages and the profiles shown are calculated based on a moving average of the growth measurements from all independent lineages. Said independent lineages are visible in supplementary fig. S1, Supplementary Material online. The vertical bars are 95% confidence intervals on the growth curves for each KO. d) A mutation table showing the genes mutated across the strains in this study. Some mutations have been removed from this figure for visual simplicity. The right histogram shows how many instances of each mutation can be found in ALEdb (including this study).

## Results

### Selection of Regulators for KO and Laboratory Evolution

In selecting regulators for KO-ALE, we sought deletions that would have a functional impact and therefore elicit targeted adaptations. We also prioritized regulators that have well characterized regulons to enable the estimation of condition-specific regulator activity. To estimate regulator activity, we utilized data-derived transcription modules called iModulons, which are machine learning-computed transcription regulatory modules that have been extensively analyzed on thousands of experimental conditions (Lamoureux et al. 2023). Regulators were therefore selected for KO-ALE based on three primary criteria (visualized in Fig. 1a): the regulon size based on binding sites annotated in regulonDB (Tierrafría et al. 2022), the growth rate impact of the KO on glucose M9 minimal media (Campos et al. 2018), and how well the regulator-associated iModulon explains the variance in expression of genes in the regulator's regulon.

These criteria resulted in 13 targets, 11 of which showed at least a 20% initial growth defect and were subsequently selected to move forward with ALE. Campos et al. (2018) measured these growth rates using 96-well plates while our strains were grown in flasks, perhaps explaining part of the discrepancy between our results and theirs. Each of these 11 KO strains were evolved in 6 separate lineages with midpoint and endpoint evolution isolates taken from each lineage. 

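The RNA sequencing data used here hold 46 profiles of 23 conditions, with 2 biological duplicates of each. A condition is a strain, a lineage and a stage of its evolution. The paper states that 2 libraries were prepared per replicate, so a library here means the profile of one duplicate. A *crp* A1 midpoint, which the paper removed as contaminated, is not among them. The conditions were the unevolved wildtype (wt), the unevolved KOs of *basR*, *crp*, *fur*, *lon*, *lrp* and *mlrA*, the endpoints of 11 lineages, and the midpoints of *crp* A2 and A4 and of *fur* A13, A14 and A18. The endpoints came from 3 lineages each of the *crp* KO (A1, A2 and A4) and the *fur* KO (A13, A14 and A18), and from one lineage each of *basR* (A7), *lon* (A17), *lrp* (A23), *mlrA* (A15) and wt (A3). Cells were grown on M9 glucose medium, rRNA was removed with RNase H, and the authors counted reads per gene and scaled them to TPM (transcript abundance). Their deposited values, log2(TPM + 1), were used as they are, so a fold change is on that scale and understates the change of weakly expressed genes. Of the 4257 genes listed, the 4081 with a value in every library were tested. TPM keeps no depth, but a low value is a whole multiple of what 1 read is worth in its gene, and from these multiples the depth was estimated at 1.295 to 14.6 M reads (M, mega) per library, with a median of 5.18 M. The median was 5.68 M reads for wt, 4.96 for *basR*, 5.10 for *crp*, 4.48 for *fur*, 5.13 for *lon*, 5.82 for *lrp* and 5.94 for *mlrA*. Between duplicates the correlation across genes, which are not independent replicates, was 0.976 to 0.996. Changes were estimated with limma, with one mean per condition in a single fit of all 46 libraries, and adjusted by the Benjamini-Hochberg method over the genes of each comparison. All tests were two-sided, and a gene was counted as changed when its adjusted p was under 0.05. The *crp*, *fur* and *lrp* strains were evolved in one round and the wt, *basR*, *lon* and *mlrA* strains in another. A difference of an unevolved *crp*, *fur* or *lrp* KO from wt alone thus cannot be told apart from a difference between rounds. For these KOs a comparison with the mean of the other unevolved strains of the same round was computed as well. Within the round the mean log2 change was -4.85 for *gatYZABCD* (*crp* KO) and 4.88 for *entCEBAH* (*fur* KO). In the *lrp* KO it was -3.70 for *gltBDF* and -3.55 for *livKHMGF*. These values argue against the round as the cause of those changes. For *lrp* the other strains were the *crp* and *fur* KOs, whose libraries form a separate group in the deposited table. The same-round values of *lrp* thus span these groups, while its comparison with wt does not. With the same-round reference 2 named genes over all KOs reversed and 2 lost significance, and acid resistance genes of the *lrp* KO reversed. For changes without such a value the round stays open. A comparison of an endpoint with its own unevolved ancestor stays within one round.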

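Each deleted gene was listed at 0 in both libraries of every condition of its own KO. In the duplicates of unevolved wt, log2(TPM + 1) was 6.01 and 6.18 for *basR* (b4113), 9.29 and 9.27 for *crp* (b3357), 9.10 and 9.03 for *fur* (b0683), 8.41 and 8.51 for *lon* (b0439), 10.21 and 10.22 for *lrp* (b0889), and 4.89 and 4.84 for *mlrA* (b2127). The median gene also shifted between conditions, by 0.12 in the unevolved *basR* KO, 0.20 in the *crp* KO and -0.13 in the *lrp* KO against wt, and by between -0.24 (*fur* A18) and 0.14 (*lrp* A23) at the endpoints against their ancestors. A change relative to the median gene, in which every library was shifted to a common median, is given beside the change as deposited for a part of the results.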

All isolates were sequenced to identify genetic mutations, the results of which informed the selection of a subset of the isolates to be expression profiled (see supplementary table S1, Supplementary Material online for details). *Lon*, a protease and not a TF, has been shown to selectively degrade certain proteins and thus have a regulatory role, which led to its inclusion in this study (Kirthika et al. 2023).

### Regulatory Activity on the Growth Condition Differs Between Deleted Transcription Factors

To anticipate the degree of impact of each regulator KO, we classified regulators based on the degree of regulatory activity on glucose minimal media (Fig. 1b). Each iM activity was oriented (in a mathematically equivalent transformation) to have approximately 0 as a minimum value, such that a larger activity value can be interpreted as a greater degree of regulatory activity (see Methods: Basal iModulon Transformation). Based on the activity levels of our wildtype control samples and the genetic adaptations seen in the evolved strains, we classify the regulator KO strains into four primary categories that can be seen in Fig. 1b–d: (i) regulator is inactive on M9 and growth recovers through nonregulator specific mutations (*argR, basR, lon, zntR,* and *zur*), (ii) regulator is active on M9 and growth recovers through nonregulator specific mutations (*cytR, mlrA,* and *ybaO*), (iii) regulator is active on M9 and growth recovers through regulator specific mutations (*crp* and *fur*), and (iv) regulator is active on M9 and there is poor growth recovery with nonregulator specific mutations (*lrp*). We discuss each of these categories below. Unless otherwise specified, all other figures and analyses outside of this classification step use the standard PRECISE1K (P1K) (Lamoureux et al. 2023) version of iModulons publicly available at iModulonDB.org.

### Almost all Regulator Knockout Strains Can Recover Growth With Only Few Mutations

The growth rates seen in Fig. 1c show that all of the KOs, except for *lrp,* nearly fully recover their growth rates. The *ybaO* KO strains were considered to have recovered growth as their growth data overlaps with the wildtype growth measurements which *lrp*'s growth data does not (see supplementary fig. S1, Supplementary Material online). All of the TF KO-ALE strains except for *crp* and *fur* did not exhibit any TF-specific causal mutations throughout their evolution (Fig. 1d). For these strains, mutations were largely limited to non-convergent RNA polymerase (RNAP) mutations (see supplementary File S1, Supplementary Material online) and expression differences primarily consisted of the downregulation of stress-related genes contained in the RpoS iModulon and the upregulation of ribosomal subunits contained in the Translation iModulon (supplementary fig. S2, Supplementary Material online). These adaptations are common across laboratory evolution experiments (Dalldorf et al. 2023).

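Genes encoding ribosomal proteins, 54 in number, and a list of 23 RpoS-dependent genes written before the data were examined stand in for the Translation and RpoS iModulons, whose membership was not used here. Between the unevolved strain and its endpoint, the mean log2 change of the ribosomal protein genes was positive in all 7 backgrounds (wt and the 6 KOs, with the lineages of a KO averaged), at 0.38 ± 0.20 (SD, n = 7). It ran from 0.21 in the *mlrA* KO to 0.75 in the *fur* KO, and was 0.29 in wt, 0.24 in the *basR* KO, 0.26 in the *lon* KO, 0.33 in the *lrp* KO and 0.54 in the *crp* KO. The RpoS-dependent genes fell in all 7 backgrounds, with a mean log2 change of -2.31 ± 0.83 (SD, n = 7), from -3.23 in the *fur* KO to -0.88 in the *lrp* KO. In between were the *crp* KO at -3.10, the *lon* KO at -2.80, wt at -2.30, the *mlrA* KO at -2.10 and the *basR* KO at -1.76. Acid resistance genes, 17 of those labeled in Fig. 5d for their change at *lrp* A23, fell by more, with a mean of -3.54 ± 1.31 (SD, n = 7) and a range of -6.22 (*crp* KO) to -2.26 (*mlrA* KO). For each of the 3 sets an exact two-sided sign-flip test over the 7 backgrounds gave p = 0.0156, the smallest that 7 backgrounds allow. The adjusted p of this test was 0.0156 over the 3 sets. For the acid resistance genes the sign in the *lrp* KO was fixed by how they were picked. Their p is therefore no test over 7 backgrounds, although they fell in every other background too. Relative to the median gene the means of the 3 sets were 0.43, -2.26 and -3.49. With a pseudocount of 10 the RpoS-dependent genes were at -2.06 and the acid resistance genes at -2.69. Within single lineages, limma's rotation test for gene sets (fry) gave at most an adjusted p = 1.89e-06 for the ribosomal protein genes (*mlrA* A15), an adjusted p = 1.12e-07 for the RpoS-dependent genes (*lrp* A23) and an adjusted p = 1.13e-13 for the acid resistance genes (*mlrA* A15), each over 11 comparisons. All 23 RpoS-dependent genes were lower at the wt, *basR*, *crp* and *fur* endpoints, and 22, 22 and 20 of them at the *lon*, *mlrA* and *lrp* endpoints. At *lrp* A23 the ribosomal protein genes were split, with 32 of 54 significantly higher and 11 significantly lower, and their mean change relative to the median gene was 0.10 (adjusted p = 0.0032). Across genes, which are not independent replicates, the change during evolution correlated with that of wt at 0.737 for *basR*, 0.641 for *mlrA* and 0.604 for *lon*, and at 0.746 for *fur*, 0.523 for *crp* and 0.391 for *lrp*. The paper gives these shifts as the main expression differences in the strains without TF-specific mutations, and states that they are common in laboratory evolution.

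**Figure D1:**
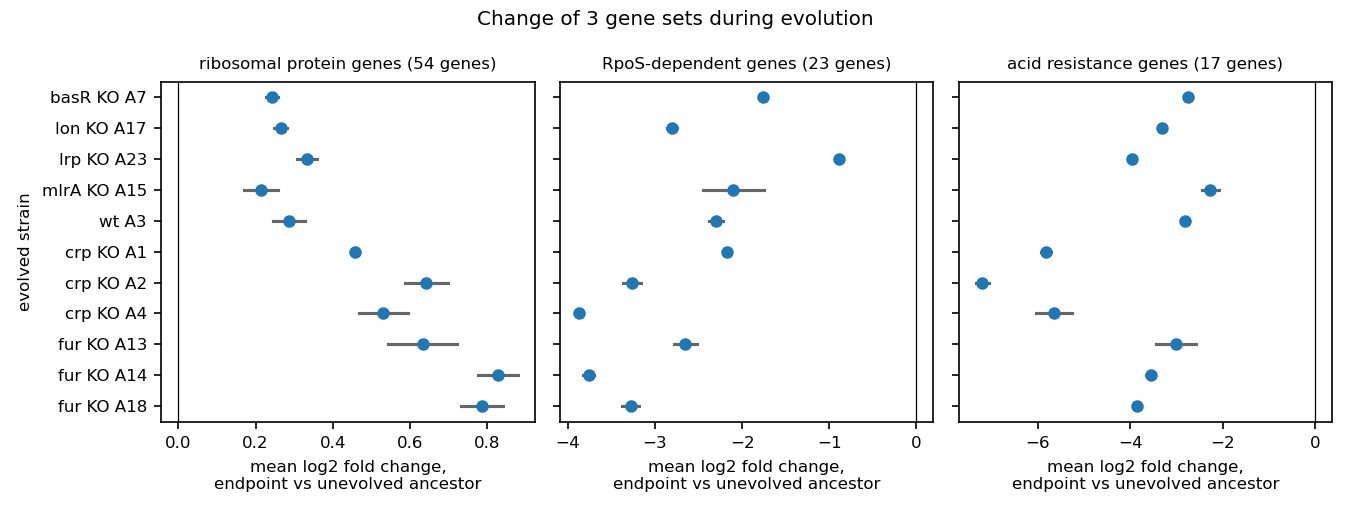
Mean log2 fold change of 54 ribosomal protein genes, 23 RpoS-dependent genes and 17 acid resistance genes at each endpoint against its unevolved ancestor. Each dot is one lineage and each line spans the 4 differences between one duplicate of each condition. Ribosomal protein genes lie above 0 and the other two sets below 0 in all 11 lineages.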

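Fitting one mean change over the 7 backgrounds, 662 genes changed in common during evolution, 215 higher and 447 lower. Of these, 16 were at least 2-fold higher and 221 at least 2-fold lower. Leaving out wt gave 314 genes, the largest move among the alternatives. The largest common decreases were in the glutamate decarboxylase system, at -5.57 for *gadB* (standard error 0.733, adjusted p = 0.00266), -5.52 for *gadA* (standard error 0.74, adjusted p = 0.00266) and -5.05 for *gadC* (standard error 0.589, adjusted p = 0.0022). *gadA* and *gadB* are near-identical, so the counting could have split reads between them. The largest common increases were in *greA*, at 1.64 (standard error 0.486, adjusted p = 0.0463), *speB*, at 1.303 (standard error 0.318, adjusted p = 0.0228), and *alx*, at 1.26 (standard error 0.272, adjusted p = 0.0142). Directions were the same in all 7 backgrounds for 835 of the 4081 genes, or 20.5%, where independent directions would give 1.56%.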

### Adaptation to Removal of Active Regulators With Small Regulons Occurs Through Compensatory Mechanisms

For the majority of regulator KOs, the expression changes in their evolved strains were not genes regulated by the KO and the regulator's regulon was not enriched for mutations (see supplementary fig. S3, Supplementary Material online). 

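Against unevolved wt, 1107 genes changed in the unevolved *basR* KO (887 higher and 220 lower), 723 in the *lon* KO (365 higher and 358 lower) and 226 in the *mlrA* KO (112 higher and 114 lower). Of these, 78, 184 and 69 changed at least 2-fold. The alternative that moved the count of the *basR* KO most was a comparison with all other unevolved strains of its round, to 1610. Other counts moved by more. That of the *lon* KO was 1371 with sample weights, which were added after the data had been seen. The count of the *mlrA* KO was 700 with these weights and 597 with the same-round reference. Against its ancestor, the endpoint had 1011 changed genes in *basR* A7 (385 higher and 626 lower), 1439 in *lon* A17 (464 higher and 975 lower), 1218 in *mlrA* A15 (446 higher and 772 lower) and 1376 in wt A3 (500 higher and 876 lower). Relative to the median gene the split was 467 higher and 419 lower for the unevolved *basR* KO, 442 and 317 for the unevolved *lon* KO, 165 and 73 for the unevolved *mlrA* KO, 531 and 520 for *basR* A7, 652 and 799 for *lon* A17, 612 and 611 for *mlrA* A15, and 717 and 669 for wt A3. The count of *mlrA* A15 fell to 318 when only the libraries compared entered the fit. Of the genes that changed at least 2-fold during evolution, a minority had also changed at least 2-fold in the unevolved KO. These were 20 of 196 (10.2%) in *basR* A7, 55 of 296 (18.6%) in *mlrA* A15 and 137 of 402 (34.1%) in *lon* A17. The shares were above the 1.91%, 1.69% and 4.51% of all genes that the unevolved KO had changed in these strains. Of the shared genes, 16, 50 and 119 moved in the opposite direction during evolution. For the other KOs the shared part was 27.3% in *fur* A13, 19.7% in *fur* A14 and 21.2% in *fur* A18, 46.8% in *lrp* A23, and 60.3% in *crp* A1, 51.9% in *crp* A2 and 49.5% in *crp* A4. Conversely, the genes changed at least 2-fold by the KO that were still at least 2-fold different from unevolved wt in the same direction at the endpoint made up 47 of 78 (60.3%) in *basR* A7, 89 of 184 (48.4%) in *lon* A17 and 30 of 69 (43.5%) in *mlrA* A15. In the *fur* KO they made up 33.2% (A13), 30.2% (A14) and 25.3% (A18) of 265 genes, in *lrp* A23 18.2% of 598 genes, and in the *crp* KO 18.6% (A1), 15.5% (A2) and 12.0% (A4) of 800 genes. The Wilson 95% intervals of these percentages, which treat genes as independent, run from 49.2 to 70.4% in *basR* A7 and from 9.93 to 14.4% in *crp* A4. Among the alternatives the percentage moved most in *mlrA* A15, to 18.4% when only the libraries compared entered the fit. With the evolved wt A3 as the reference of the endpoint it rose in every *crp*, *fur* and *lrp* lineage, to 39.8% in *crp* A1. It fell to 52.6% in *basR* A7, 41.3% in *lon* A17 and 36.2% in *mlrA* A15.

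**Figure D2:**
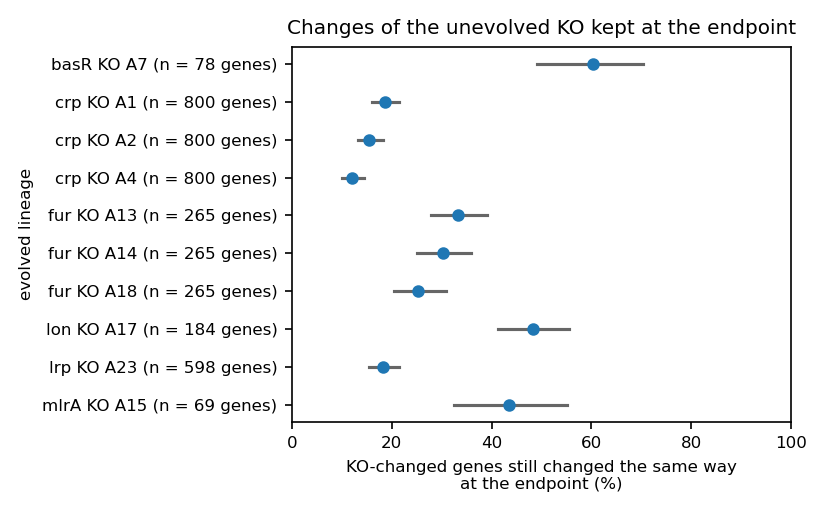
Percentage of genes changed at least 2-fold by the KO that stayed at least 2-fold different from unevolved wt in the same direction at the endpoint, for 10 lineages. Bars on the points are Wilson 95% intervals over genes. The highest value is 60.3% in *basR* A7 and the lowest 12.0% in *crp* A4.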

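The largest changes named here are those among genes with a mean log2(TPM + 1) of at least log2(10 + 1) over all libraries and duplicates that did not overlap, and genes of lower expression changed more in some comparisons. In the unevolved *basR* KO the largest increases were in *ygiV* (6.33), *ygiW* (4.68) and *basS*, and the largest decreases after *basR* itself in *blr* (-2.71) and *ydaG* (-2.32). *blr* and *ydaG* are shorter than 300 bases, and such genes varied 1.80 times as much between duplicates as longer genes of the same expression. Of these genes, *fliC* (7.33), *fliE* (5.91) and *tsr* (5.18) rose most in the unevolved *lon* KO, and after *lon* itself *ydaG* (-2.98) and *csgE* (-2.48) fell most. In the unevolved *mlrA* KO *fliE* (3.86), *fliC* (2.90) and *flgN* (2.42) rose most of these genes, and after *mlrA* itself *borD* (-3.20), also under 300 bases, and *yddA* (-1.29) fell most. Against the other unevolved strains of the round, which include the *lon* KO, the 3 increases were 2.16, 0.42 and 0.54. During evolution the largest increases were in *yjaA* (2.72), *rnk* (2.11) and *greA* (1.41) for *basR* A7, *grxA* (4.54), *ahpF* (4.03) and *katG* (3.73) for *lon* A17, *grxA* (4.21), *flu* (3.97) and *ahpF* (3.20) for *mlrA* A15, and *lamB* (2.90), *malM* (2.39) and *gcvH* (2.32) for wt A3, where *grxA* is under 300 bases. The largest decreases were in *gadA*, *gadB* and *gadC*, at -4.70 to -4.44 in *basR* A7, -4.11 to -3.67 in *mlrA* A15 and -4.64 to -4.22 in wt A3, with reads of *gadA* and *gadB* open to splitting between the near-identical pair. In *lon* A17 they were in *fliC* (-6.69), *gadB* (-6.32) and *gadA* (-6.24). Each of these changes had an adjusted p under 0.05, the largest being adjusted p = 0.0235 for *ydaG* in the unevolved *basR* KO. That call was lost with pseudocounts of 0.1 (adjusted p = 0.0529) and 10 (adjusted p = 0.0648) and with the same-round reference (adjusted p = 0.172), and that of *ydaG* in the *lon* KO with a pseudocount of 10 (adjusted p = 0.0542).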

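BasR is a response regulator, and 10 genes described as under its control (*eptA*, *arnB*, *arnC*, *arnA*, *arnD*, *arnT*, *arnE*, *arnF*, ugd and *dgkA*) together with *basS* stand in for its iModulon, which was not used here. The mean log2 change of these 11 genes was 0.57 in the unevolved *basR* KO against wt (adjusted p = 1.21e-06, fry, over 3 comparisons), with the 4 differences between one duplicate of each strain running from 0.44 to 0.70. In this comparison 3 of the 11 genes were significantly higher and 0 significantly lower. Without *basS* the mean of the other 10 genes was 0.21 (adjusted p = 0.0777; differences 0.06 to 0.35), or 0.07 relative to the median gene. From the unevolved KO to A7 the 10 genes fell by 0.57 (adjusted p = 0.00196), and A7 lay at -0.37 against unevolved wt (adjusted p = 0.0777). The last of these reversed to 0.08 when only genes with a mean of at least 10 TPM were kept.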

*BasR*, for example, is the primary regulator of its eponymous iModulon which is largely unchanged during both the knockout and subsequent evolution (Fig. 2a). The BasR iModulon contains few other regulators (Fig. 2b), but as *basR* is not normally active on M9 the *basR* KO has little effect on the iModulon's activity. 

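The gene next to *basR*, *basS* (b4112), had a log2(TPM + 1) of 4.45 ± 0.04 (SD, n = 2) in unevolved wt, 8.69 ± 0.06 (SD, n = 2) in the unevolved *basR* KO and 8.75 ± 0.02 (SD, n = 2) at the A7 endpoint. The log2 fold change against wt was 4.23 in the unevolved KO (standard error 0.158, adjusted p = 5.72e-18 over all genes, and adjusted p = 4.20e-21 over the 2 genes named for this strain). At the endpoint it was 4.30 (standard error 0.158, adjusted p = 3.80e-18). Evolution changed it by 0.07 (adjusted p = 0.842), less than the standard error. Both duplicates of the KO lay above every other library of a strain with *basR*, and among the alternatives a pseudocount of 10 moved the change of the unevolved KO most, to 3.77. Of the 12 genes flanking the 6 deleted genes, *basS* alone was at least 2-fold higher in the unevolved KO.

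**Figure D3:**
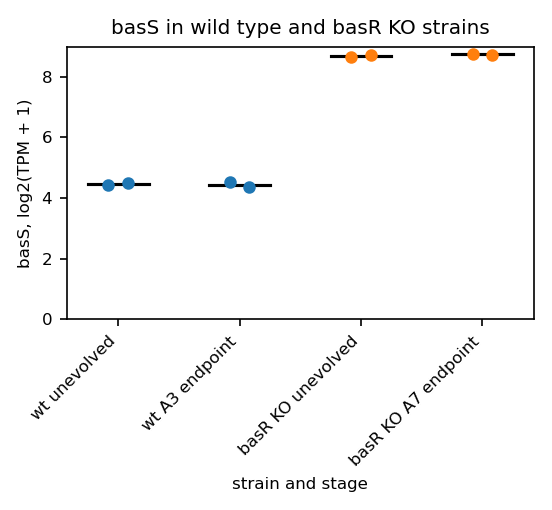
Expression of *basS* as log2(TPM + 1) in unevolved wt, the evolved wt A3, the unevolved *basR* KO and its A7 endpoint. Dots are duplicates and bars their mean, from an axis that starts at 0. The *basR* KO samples lie at 8.69 before evolution and 8.75 at the A7 endpoint, against 4.45 in unevolved wt.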

Of minor interest is that *basS*, the sensor kinase for *basR*, is extremely highly expressed in the *basR* KO samples although we have no clear explanation as for what effect this would have on the transcriptome. The lack of clear KO-specific expression differences or convergent mutations in these inactive regulator KO-ALE samples infers they are using nongenetic mechanisms to recover from their initial growth defect.

**Fig. 2.**
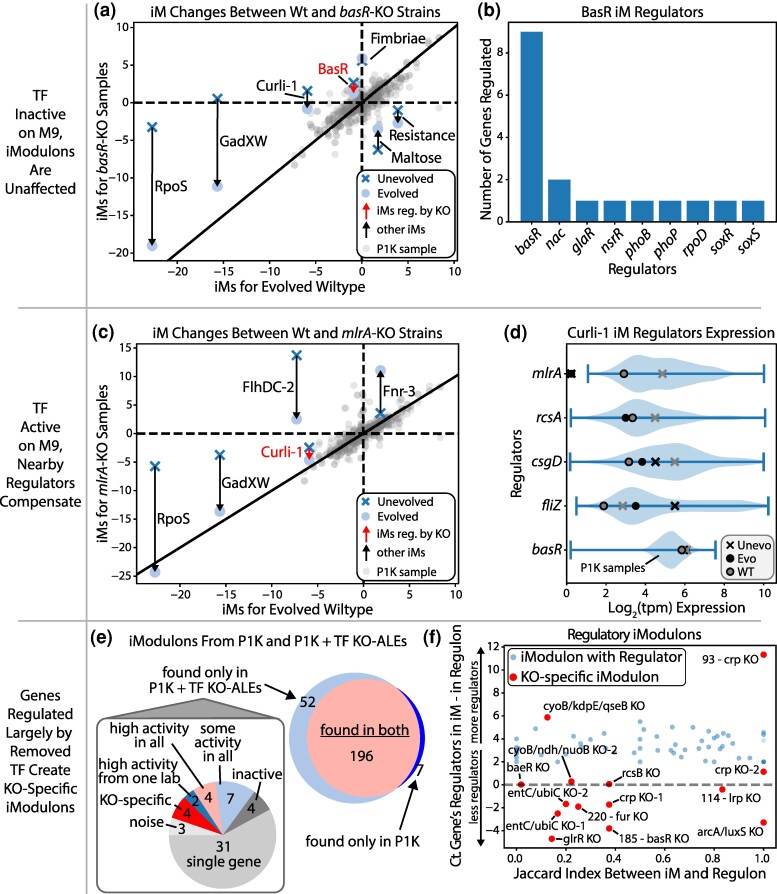
Mechanisms for recovery without regulator-specific mutations. a) Relative iModulon changes for all measured basR KO samples. iModulons that are differentially expressed or regulated by basR are labeled. b) The number of genes regulated by each regulator of the BasR iModulon, showing basR is the primary regulator of the iModulon. c) Relative iModulon changes for all measured mlrA KO samples. iModulons that are differentially expressed or regulated by mlrA are labeled. d) Differential expression of the regulators of Curli-1. The violin plots are of all samples of PRECISE1K. e) The iModulon pipeline was rerun with P1K and the samples from this study. Most of the iModulons remained the same (correlation of 0.6 or greater). f) All iModulons with regulators are shown alongside the KO-specific iModulons of both PRECISE1K and this study's samples.

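The 7 curli genes *csgA* to *csgG* stand in for the Curli-1 iModulon, which was not used here. Their mean log2(TPM + 1) was 4.22 in unevolved wt, 3.87 in the unevolved *mlrA* KO and 2.76 at the A15 endpoint, where the duplicates gave 2.57 and 2.96. The KO lowered them by a mean log2 change of -0.35 (adjusted p = 0.000364, fry, over 3 comparisons), with 3 genes significantly lower and one significantly higher. The 4 differences between duplicates ran from -0.43 to -0.26, and the change was -0.30 relative to the median gene. From the unevolved KO to A15 they fell by a mean of 1.11 (adjusted p = 2.96e-06; differences -1.38 to -0.83), with 5 of the 7 significantly lower and 0 significantly higher. Against unevolved wt the endpoint was at -1.45 (adjusted p = 8.83e-10), with 6 of the 7 significantly lower.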

The Curli-1 iModulon, which is regulated by *mlrA*, is active on M9 but the *mlrA* KO and subsequent evolution has little effect on its expression (Fig. 2c). This is possibly due to the fact that Curli-1 contains many other regulators, some of whom are differentially expressed in the *mlrA* KO samples (Fig. 2d). It appears that other nearby regulators can help adapt to the loss of a TF in order to maintain normal iModulon activity levels.

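Among the regulators labeled in Fig. 2d, *csgD* (b1040) had a log2 fold change of -0.98 in the unevolved *mlrA* KO against wt (standard error 0.158, adjusted p = 9.22e-05, and adjusted p = 2.07e-06 over the 5 genes named for this strain). *fliZ* (b1921) rose by 2.65 (standard error 0.331, adjusted p = 1.78e-06, and adjusted p = 3.05e-08 over the named genes). *rcsA* (b1951), with a log2 fold change of -0.0015 (adjusted p = 0.997), and *basR* (b4113), at -0.13 (adjusted p = 0.481), did not change detectably. The direction of *rcsA* was not held under scaling to a common median, which gave 0.05. Against all other unevolved strains of the round, among them the *lon* and *basR* KOs, the values were -0.71 for *csgD*, 1.06 for *fliZ*, -1.81 for *rcsA* and 1.91 for *basR*, which is at 0 in one of those strains. At the A15 endpoint, *rcsA* changed by -1.49 against the unevolved KO (standard error 0.234, adjusted p = 1.17e-05), *csgD* by -0.68 (adjusted p = 0.00142) and *fliZ* by -1.99 (adjusted p = 2.69e-05). The endpoint duplicates of *fliZ* differed widely, at 3.51 ± 0.96 (SD, n = 2), and its difference from wt of 0.66 was not significant (adjusted p = 0.124). Against unevolved wt, *csgD* was at -1.65 at the endpoint, and *basR* at -0.04 (adjusted p = 0.75), or 0.10 with the libraries scaled to a common median. From changes of such regulators the paper proposes that others near the lost TF can adapt so as to maintain the activity of the iModulon.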

The iModulon pipeline (Sastry et al. 2024) was run using the P1K dataset with samples from this study added, which resulted in new iModulons (Fig. 2e). There is a KO-specific iModulon for all but one of the regulator KO-ALEs with expression profiles (named in supplementary File S2, Supplementary Material online as 185 for the *basR* KO iModulon, 93—*crp*, 220—*fur*, and 114—*lrp*) which is common in KO studies (see supplementary table S2, Supplementary Material online). The genes in KO-specific iModulons often have fewer regulators than genes in most iModulons (Fig. 2f), showing that the lack of other nearby regulators leaves these genes largely unregulated which ICA captures as KO-specific iModulons.

### ALE Restores Growth-important Gene Expression When Deleted Regulators Were Active With Large Regulons

*Crp* (cyclic AMP receptor protein) regulates a wide variety of genes mostly encoding enzymes involved in carbon metabolism and transport (Gosset et al. 2004) and has long been the subject of intense interest in microbiology. *Crp* has the largest number of directly regulated genes (Tierrafría et al. 2022), but through evolution its KO can be adjusted for. This is possibly due to the fact that *crp* has relatively few targets of which it is the only regulator and therefore other regulators with overlapping targets are able to maintain normal expression of most growth-important genes.

Figure 3a shows the iModulon changes for both the *crp* KO and its evolutions. There are two *crp* iModulons (ignoring KO-specific iModulons) in P1 K whose activities are closely connected (Fig. 3b): Crp-1, which contains a large number of genes primarily involved in carbon metabolism and Crp-2, which is dominated by the *gatYZABCD* operon (a transporter of galactitol (Nobelmann and Lengeler 1996)). 

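Of the *gatYZABCD* operon, 5 genes were measured, and the mean of their log2(TPM + 1) was 10.31 in unevolved wt, 4.84 in the unevolved *crp* KO and 5.497, 5.49 and 5.24 at the A1, A2 and A4 endpoints. *gatC* had no value in some libraries and was not used here. At the midpoints of A2 and A4 the mean was 5.41 and 5.73. The KO lowered the operon by a mean log2 change of -5.47 (adjusted p = 5.86e-27, fry, over 7 comparisons), with all 5 genes significantly lower and the differences between duplicates at -5.57 to -5.37. Against the mean of the other unevolved KOs of its round the change was -4.85. From the unevolved KO to the endpoint the mean change was 0.66 in A1 (adjusted p = 3.53e-07), 0.66 in A2 (adjusted p = 1.46e-05) and 0.41 in A4 (adjusted p = 0.00616), with 2 of the 5 genes significantly lower in both A2 and A4. In A2 and A4 the change was no longer significant when tested against the other genes with camera. All endpoints stayed below unevolved wt, at -4.81, -4.82 and -5.06, and the least significant had an adjusted p = 2.04e-26.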

Crp-2 is substantially downregulated in both the unevolved and the evolved *crp* KO strains while Crp-1, which is inactive on M9 (see supplementary fig. S4, Supplementary Material online), is only minorly affected by the KO or evolution. This may be due to or enabled by the fact that Crp-1 and Crp-2 largely correspond to class I and class II *crp* binding, respectively (Lamoureux et al. 2023), thus showing that *crp* class II binding appears to be more active on minimal glucose media than *crp* class I binding.

**Fig. 3.**
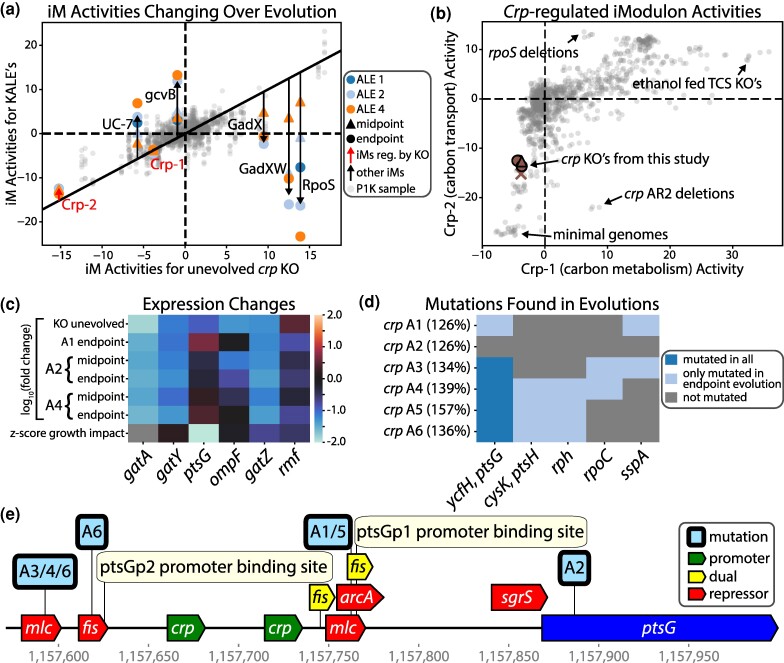
Laboratory evolution of the crp knockout strains resulted in targeted promoter mutations that restored normal expression of ptsG. a) Relative iModulon changes for all measured samples. iModulons that are differentially expressed are labeled. The relatively small amount of change to the crp iModulons over evolution shows that evolution does not restore the whole TRN but rather the genes with strong growth impacts. b) Comparison of Crp-1 and Crp-2 iModulon activities across PRECISE1K. Outliers are annotated. c) Only genes with differential expression in either the unevolved or evolved samples are shown. The most notable change is the restoration of ptsG to normal expression. All expression values are relative to the unevolved wildtype samples. The bottom row shows the impact to growth rate for the removal of each gene, which is available in supplementary File S3, Supplementary Material online. The expression profile of the midpoint sample for A1 is contaminated and is thus removed. d) All mutations that are found in at least two evolved strains are shown. There is a clear evolutionary selection pressure for ptsG promoter mutations. The percentages are the growth rate increase relative to the unevolved crp KO strain (i.e. crp A1 grows at a 2.36-fold higher rate). e) The promoter and repressor sites for ptsG and the location of the mutations for each of the sequenced endpoint strains.

The evolution does not restore normal expression of *crp*'s regulon on the whole (as measured by the Crp iModulons), but rather restores the expression of the most growth important genes such as *ptsG*. 

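In the unevolved *crp* KO, 2297 genes changed against wt (1563 higher and 734 lower), 800 of them at least 2-fold, and relative to the median gene the split was 1120 higher and 1065 lower. Among genes with a mean log2(TPM + 1) of at least log2(10 + 1) over all libraries and duplicates that did not overlap, *gadA* (6.16), *gadB* (6.04) and *gadC* (5.07) rose most, and after *crp* itself *gatB* (-7.19), which is under 300 bases, and *gatA* (-6.13) fell most. Against the other unevolved KOs of the round the 3 increases were 4.60, 4.36 and 3.06, and 2592 genes changed. The reads of *gadA* and *gadB*, near-identical paralogs, could have been split between them. Against the unevolved KO, 2105 genes changed at the A1 endpoint (910 higher and 1195 lower), 2525 at A2 (954 higher and 1571 lower) and 2581 at A4 (1209 higher and 1372 lower). Relative to the median gene the split was 1003 higher and 1126 lower in A1, 1244 and 1231 in A2, and 1568 and 1154 in A4. Among the same genes the largest increases were in *ptsG*, *ycgX* (4.84) and *ompF* (4.13) in A1, *yfaZ* (5.02), *dtpA* (4.10) and *yiaD* (4.00) in A2, and *pdeL* (5.25), *blr* (4.46) and *ompF* (4.45) in A4, where *blr* is under 300 bases. *gadA* and *gadB* fell by the most or nearly so in each, from -10.43 for *gadB* in A2 to -8.32 for *gadB* in A1, beside *gadC* (-7.07) in A1, *hdeA* (-8.51) in A2 and *glsA* (-7.52) in A4. Of the 442, 568 and 576 genes changed at least 2-fold both by the KO and during evolution, 437, 559 and 573 moved in the opposite direction during evolution.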

Figure 3c shows the most differentially expressed genes regulated by *crp* in the *crp* KO samples, which show evolution's ability to rebalance the most growth-important target of *crp* after its KO, *ptsG*. 

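Among the genes labeled in Fig. 3c, *gatA* (b2094) stayed at -5.24 to -5.04, *gatY* at -4.37 to -3.55 and *gatZ* at -4.61 to -4.09 against unevolved wt at the 3 endpoints, after -3.76 for *gatY* and -4.24 for *gatZ* in the unevolved KO. *ompF* (b0929) was at -4.38 in the unevolved KO (standard error 0.0826, adjusted p = 6.65e-26, and adjusted p = 1.14e-28 over the 7 genes named for this strain). At the endpoints *ompF* was at -0.25 in A1 (adjusted p = 0.016, or adjusted p = 0.111 when only the libraries compared entered the fit), -2.59 in A2 (adjusted p = 1.92e-20) and 0.07 in A4 (adjusted p = 0.473). *rmf* (b0953), which is under 300 bases, was at 1.65 in the unevolved KO (standard error 0.211, adjusted p = 1.22e-07; 0.93 against the other KOs of the round, where *ompF* was at -3.53) and at -2.67, -1.94 and -2.42 at the A1, A2 and A4 endpoints.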

The *crp* evolution from our study shows similar results to a different *crp* KO-ALE study (Pal et al. 2022), both of which contain convergent mutations to *ptsG* repressor sites. The mutations found in the evolutions can be seen in Fig. 3d with convergent mutations upstream of *ptsG*, a vital gene for glucose import. These mutations, visualized in Fig. 3e, target repressor binding sites of other regulators.

*Crp* normally promotes *ptsG* and the KO thus severely downregulates the expression of *ptsG*, but the evolved samples are able to restore normal *ptsG* expression by reducing repressor activity. 

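The glucose transporter gene *ptsG* (b1101) had a log2(TPM + 1) of 9.09 ± 0.06 (SD, n = 2) in unevolved wt and 6.03 ± 0.18 (SD, n = 2) in the unevolved *crp* KO. This log2 fold change of -3.06 had a standard error of 0.0934 (adjusted p = 9.17e-21 over all genes, and adjusted p = 2.36e-23 over the named genes). It was -3.28 relative to the median gene, and moved most when set against the other unevolved KOs of the round, to -2.53. At the endpoints the level was 11.31 ± 0.13 in A1, 8.14 ± 0.11 in A2 and 10.45 ± 0.01 in A4 (SD, n = 2 each). Against the unevolved KO, *ptsG* rose by 5.28 in A1 (adjusted p = 3.62e-26), 2.10 in A2 (adjusted p = 2.14e-17) and 4.41 in A4 (adjusted p = 1.02e-24). A1 thus lay above unevolved wt by 2.22 (adjusted p = 2.31e-17) and A4 by 1.35 (adjusted p = 1.30e-12). At the A4 midpoint *ptsG* had already risen by 3.77, to 0.71 above wt (adjusted p = 4.90e-07). The paper measures the regulon by its Crp iModulons, which it finds not restored on the whole, and from the return of *ptsG* it concludes that evolution restores the genes that matter most for growth.

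**Figure D4:**
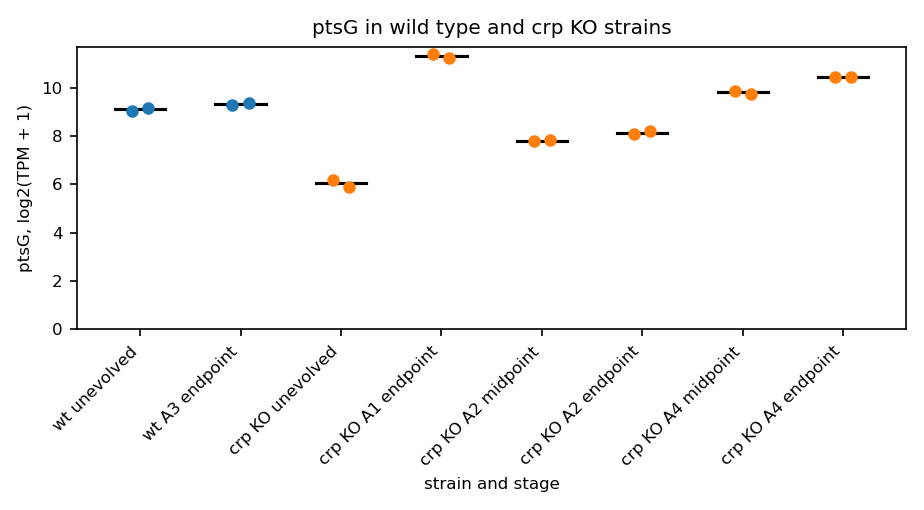
Expression of *ptsG* as log2(TPM + 1) in unevolved wt, the evolved wt A3, the unevolved *crp* KO and its midpoints and endpoints. Dots are duplicates and bars their mean, from an axis that starts at 0. The mean is 9.09 in unevolved wt, 6.03 in the unevolved KO, and 11.31, 8.14 and 10.45 at the A1, A2 and A4 endpoints.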

A2 is the only evolution without a *ptsG* mutation on a repressor site and instead has a mutation shortly downstream of the *ptsG* start codon. 

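In lineage A2, *ptsG* rose by a log2 fold change of 1.77 from the unevolved KO to the midpoint (adjusted p = 2.69e-15), where its level was 7.81 ± 0.04 (SD, n = 2). Against unevolved wt it was at -1.29 at the midpoint (standard error 0.0934, adjusted p = 5.11e-12) and at -0.96 at the endpoint (adjusted p = 1.34e-09). Every duplicate of A2 lay below both duplicates of unevolved wt. The sRNA *sgrS*, which lowers *ptsG*, was not analysed here.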

A2 is the slowest grower but this mutation does restore normal expression of *ptsG*, possibly through inhibiting *sgrS*, an sRNA which inhibits *ptsG* expression and binds near the start codon (Maki et al. 2010). These mutations are the first to arise in the strains, even before common M9 evolution adaptations such as RNAP mutations. This further implies there is a very strong selection pressure to restore normal *ptsG* expression within these evolutions.

*Fur* primarily acts as a regulator of iron transport/utilization and has a large regulon of 132 genes (Tierrafría et al. 2022), but the majority of the genes it regulates are also regulated by other TFs. There are two *fur* iModulons in P1 K whose activities are highly coordinated with each other (Fig. 4a): Fur-1 which is dominated by the *entCEBAH* operon which helps synthesize enterobactin to provide iron for metabolic pathways (Liu, Duncan, and Walsh 1989) and Fur-2 which consists of ABC iron transport proteins. 

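The 5 genes of the *entCEBAH* operon stand in for Fur-1 and 11 ABC iron transport genes (*fepB*, *fepC*, *fepD*, *fepG*, *fhuB*, *fhuC*, *fhuD*, *fecB*, *fecC*, *fecD* and *fecE*) for Fur-2, since the iModulons were not used here. In the unevolved *fur* KO the *ent* operon was higher than in wt by a mean log2 change of 4.51 (adjusted p = 6.65e-14, fry, over 7 comparisons), and by 4.88 against the other unevolved KOs of its round. Its mean log2(TPM + 1) was 6.03 in unevolved wt, 10.54 in the unevolved KO and 9.94, 9.39 and 9.32 at the A13, A14 and A18 endpoints. From the unevolved KO the operon changed by -0.60 in A13 (adjusted p = 0.0308), -1.15 in A14 (adjusted p = 0.00021) and -1.22 in A18 (adjusted p = 0.000125). When these decreases were tested against the other genes with camera none was significant. The endpoints remained above unevolved wt by 3.92, 3.36 and 3.29, the least significant with an adjusted p = 1.28e-11. The 11 ABC iron transport genes were higher in the unevolved KO by a mean of 1.53 (adjusted p = 2.74e-11), with 9 of the 11 significantly higher and 0 significantly lower, and by 1.42 against the other KOs of the round. They changed by -0.01 in A13 (adjusted p = 0.906; 0.04 with the libraries scaled to a common median), -0.23 in A14 (adjusted p = 0.093) and -0.36 in A18 (adjusted p = 0.00967; -0.17 and adjusted p = 0.187 when scaled). Against unevolved wt the endpoints were higher by 1.52, 1.29 and 1.17. The difference between the changes of the *ent* operon and of the ABC iron transport genes was not tested.

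**Figure D5:**
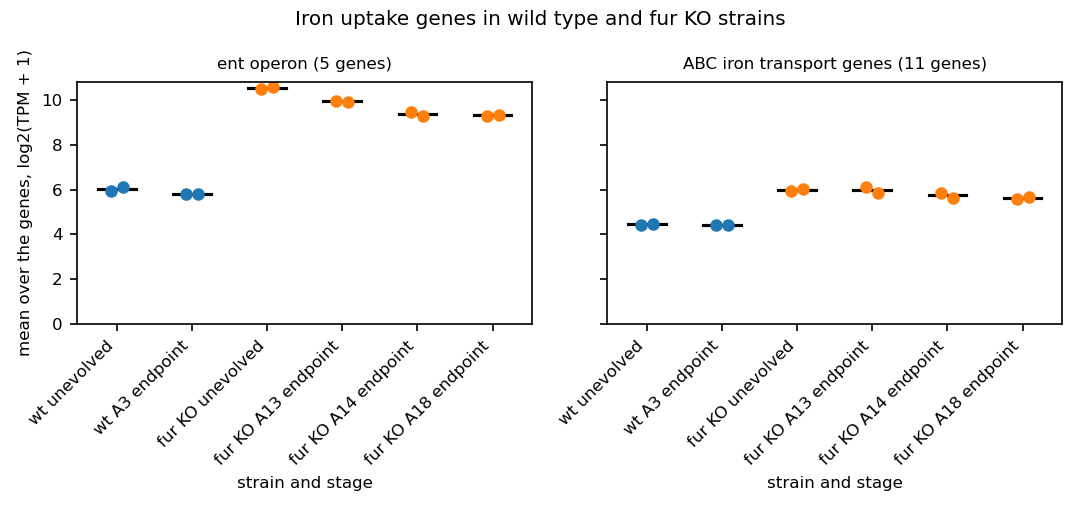
Mean log2(TPM + 1) of the 5 *ent* operon genes and the 11 ABC iron transport genes. Conditions are unevolved wt, the evolved wt A3, the unevolved *fur* KO and its endpoints. Dots are duplicates and bars their mean. As log2 fold change against unevolved wt, the *ent* operon goes from 4.51 in the unevolved KO to between 3.29 and 3.92 at the endpoints. The ABC iron transport genes go from 1.53 to between 1.17 and 1.52.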

Similar to the *crp* evolutions, the *fur* KO and evolution drastically changes the activity of Fur-1 while leaving Fur-2, which is less active on M9 (see supplementary fig. S4, Supplementary Material online), relatively unchanged. Instead of restoring normal expression of the *fur* iModulons (Fig. 4b), the evolved strains restore normal expression of high growth-impact genes, most notably *sodB* through mutations to *ryhB*.

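The superoxide dismutase gene *sodB* (b1656) had a log2(TPM + 1) of 8.55 ± 0.04 (SD, n = 2) in unevolved wt. At the endpoints its log2 fold change against wt was 1.38 in A13 (standard error 0.151, adjusted p = 2.06e-08), -0.85 in A14 (adjusted p = 3.54e-05) and 1.74 in A18 (adjusted p = 1.44e-10). Against the unevolved *fur* KO it rose by 5.71 in A13 (adjusted p = 1.89e-21), 3.49 in A14 (adjusted p = 2.06e-17) and 6.07 in A18 (adjusted p = 1.81e-22). These changes were 5.75, 3.64 and 6.26 relative to the median gene. Other genes labeled in Fig. 4d stayed above unevolved wt at the endpoints: *gpmA* (b0755) by 1.82, 2.11 and 2.24, *cirA* (b2155) by 3.74, 3.57 and 3.39, and *yjjZ* (b4567), which is under 300 bases, by 7.59, 7.29 and 7.56, in A13, A14 and A18 in turn. In the unevolved KO they were higher by 1.80 (adjusted p = 1.16e-18), 5.74 (adjusted p = 2.41e-17) and 8.12 (adjusted p = 7.29e-20), or by 1.70, 7.11 and 7.60 against the other KOs of the round. From the return of *sodB* with *ryhB* mutations, while the *fur* iModulons stay changed, the paper concludes that the evolved strains restore genes of high growth impact. *ryhB* was not analysed here.

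**Figure D6:**
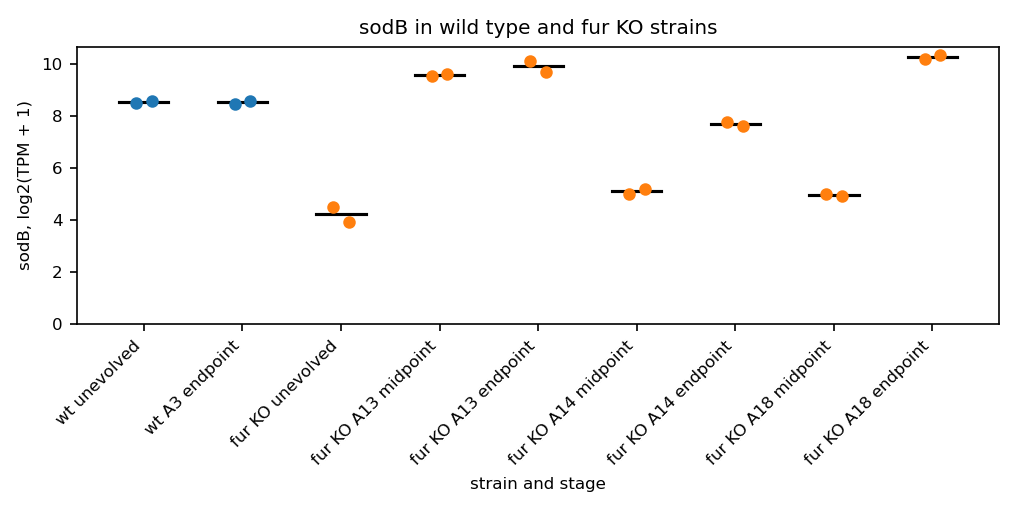
Expression of *sodB* as log2(TPM + 1) in unevolved wt, the evolved wt A3, the unevolved *fur* KO and its midpoints and endpoints. Dots are duplicates and bars their mean, from an axis that starts at 0. The mean is 8.55 in unevolved wt, 4.22 in the unevolved KO and 9.92, 7.70 and 10.29 at the A13, A14 and A18 endpoints.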

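In the unevolved *fur* KO, 1418 genes changed against wt (936 higher and 482 lower, or 692 and 666 relative to the median gene), 265 of them at least 2-fold, and 2111 changed against the other KOs of the round. Among genes with a mean log2(TPM + 1) of at least log2(10 + 1) over all libraries and duplicates that did not overlap, *fepA* (5.75) rose most besides *yjjZ* and *cirA*, and after *fur* itself *yzcX* (-4.55) and *sodB* fell most. Against the other KOs of the round *yzcX* was at -2.05, a smaller fall than that of *sodB*. Of the endpoint counts that follow, that of A13 fell to 713 when only the libraries compared entered the fit. Against the unevolved KO, 1643 genes changed in A13 (794 higher and 849 lower, so 48.3% higher, or 53.8% relative to the median gene), 2193 in A14 (864 higher and 1329 lower, or 1130 and 1069 relative to the median gene) and 2207 in A18 (736 higher and 1471 lower, or 1035 and 1105). Among the same genes the largest increases besides *sodB* were in *dppC* (3.23) and *yjaA* (2.94) in A13, *yjaA* (3.61) and *rnk* (3.27) in A14, and *yjaA* (3.599) and *grcA* (3.15) in A18. The largest decreases were in *gadB* (-4.93), *gadA* (-4.83) and *hdeB* (-4.64) in A13, *yebV* (-5.85), *sra* (-5.82) and *gadA* (-5.76) in A14, and *gadA* (-6.00), *hdeD* (-5.80) and *gadB* (-5.76) in A18, where *yebV* and *sra* are under 300 bases and *gadA* and *gadB* can share reads. Of the 118, 149 and 165 genes changed at least 2-fold both by the KO and during evolution, 118, 143 and 162 moved in the opposite direction during evolution.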

**Fig. 4.**
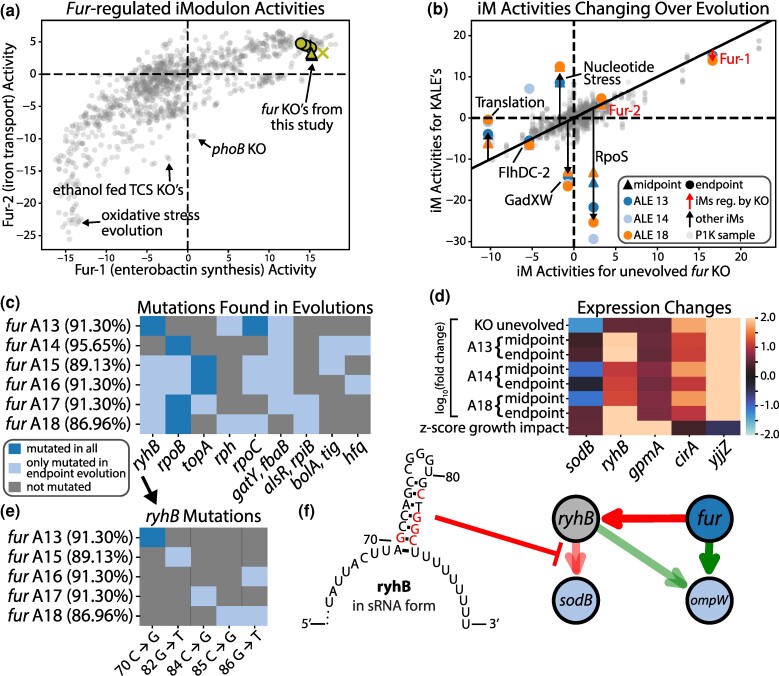
Laboratory evolution of the fur knockout strains resulted in targeted mutations to another regulator with a large TRN overlap. a) Comparison of Fur-1 and Fur-2 iModulon activities across PRECISE1K. Outliers are annotated. b) The differentially expressed iModulons for the evolved samples show that the majority of the evolution focuses on common growth-promoting adaptations rather than restoring the TRN to the normal state. c) Mutations found in at least two independent lineages are visualized and the percentages are the growth rate increases relative to the unevolved fur KO strain. d) Only genes with differential expression in either the unevolved or evolved samples are shown. All expression values are relative to the unevolved wildtype samples. The bottom row shows the impact to growth rate for the removal of each gene, which is available in supplementary File S3, Supplementary Material online. e) The specific sequence changes for the strains with an ryhB mutation are shown. f) The structural location of the ryhB mutations on the sRNA form of ryhB (Geissmann and Touati 2004), with red letters representing each mutated position. These mutations have been shown to reduce ryhB's ability to regulate its targets (Peterman et al. 2014).

*RyhB* is a sRNA which regulates many of the same targets that *fur* does and is normally repressed by *fur* (Seo et al. 2014). 

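In the unevolved *fur* KO, *sodB* was at 4.22 ± 0.40 (SD, n = 2), a log2 fold change of -4.33 against unevolved wt (standard error 0.151, adjusted p = 9.71e-19 over all genes, and adjusted p = 1.19e-21 over the 5 genes named for this strain). Against the mean of the other unevolved KOs of its round the change was -4.17, and with a pseudocount of 10 it was -3.79. The level of *ryhB* itself was not analysed here.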

In the unevolved *fur* KO, *ryhB* is unrepressed and thus highly expressed which in turn severely represses *sodB*, a superoxide dismutase (Fig. 4d). The evolution has convergent mutations to some common ALE targets, such as RNAP and *topA* (Fig. 4c), but also mutates a specific region of *ryhB* (Fig. 4e). This region of *ryhB* is known to play an important role in *sodB* regulation and changes to it have been shown to reduce its ability to repress *sodB* (Peterman, Lavi-Itzkovitz, and Levine 2014). 

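At the midpoints *sodB* was at 9.59 ± 0.08 in A13, 5.12 ± 0.13 in A14 and 4.97 ± 0.06 in A18 (SD, n = 2 each). Against unevolved wt the midpoint log2 fold change was 1.05 in A13 (adjusted p = 2.71e-06), -3.43 in A14 (adjusted p = 1.00e-16) and -3.58 in A18 (adjusted p = 4.95e-17). From the unevolved KO it rose by 5.38 in A13 (adjusted p = 9.35e-21), 0.90 in A14 (adjusted p = 1.44e-05) and 0.76 in A18 (adjusted p = 0.000148). The rise in A18 was not significant when only the libraries compared entered the fit (adjusted p = 0.0532).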

A13 is the only lineage with such a mutation in its midpoint evolution, which is shown to be the only midpoint evolution with normal expression of *sodB*. Interestingly A14 recovered growth with only a 5.3% representation of this mutation in its endpoint evolution population sample, showing there are possibly multiple potential adaptation strategies to these KOs.

While these *ryhB* mutations are convergent among the independent lineages, unlike the *ptsG* mutations found in the *crp* KO samples, they are not commonly found in the midpoint samples and instead RNAP mutations are more often the first to become dominant. This further shows the high potential growth impact of RNAP mutations, which has been well documented (Choudhury et al. 2023).

### *Lrp* KO-ALE Does not Recover Growth and is Associated With a Large Interconnected Regulatory Network

*Lrp* (leucine-responsive regulatory protein) is a global TF which coordinates cellular metabolism functions with the nutritional state of the cell (Hung et al. 2002). *Lrp* notably regulates amino acid anabolism and catabolism (Brinkman et al. 2003), stationary phase adaptations (Tani et al. 2002), and nutrient transport (Ernsting et al. 1992) among many other metabolic processes.

Figure 5a shows a variety of measures about the TRN which make it clear that *lrp* is an outlier in many ways. It has the second largest set of genes for which it is the only known regulator, its network is highly complex (inferred by the high skewness of its subnetwork), and its high betweenness centrality shows how a majority of the pathways between regulators pass through it. Figure 5b shows a directed network of regulatorily interconnected TFs which includes 74.4% of all regulators. In this network, 28.9% of all TF-TF pairs are connected through regulation. If *lrp* is removed from this network, this percentage drops by 54%. For reference, if *nac* is removed this drops by 41.2%, *crp* drops by 22.5%, and *fur* drops to 12.1%. *Lrp* is in a unique position in the TRN as one of if not the only regulator that if removed severely disrupts the network structure of TF–TF regulation.

**Fig. 5.**
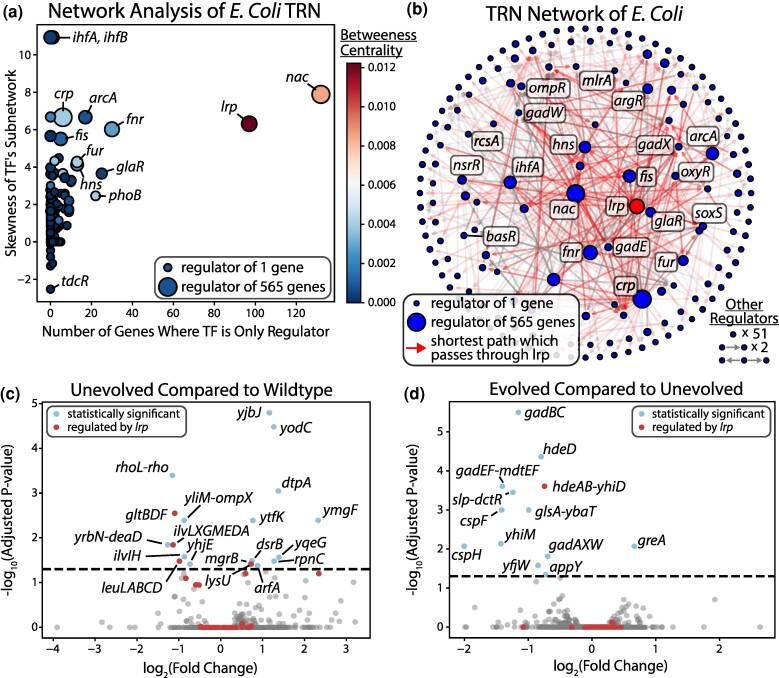
Laboratory evolution of the lrp knockout strains did not recover expression of its regulon. a) Skewness indicates the skew of the distribution of the number of degrees for each TF's regulon network, higher skew meaning more complexity. Betweenness centrality is a measure of how many other shortest paths between the regulators pass through a certain regulator. Lrp along with nac are outliers in all of these measures. b) The TRN network of *E. coli* according to RegulonDB (Tierrafría et al. 2022). Only genes that act as regulators are shown and regulatory networks unconnected to this central one are summarized in the bottom right (25.6% of regulators). While many genes are highly connected in the network visualized, lrp is a central element. All shortest paths between any two regulators that pass through lrp are colored red (60.4% of total shortest paths). c) A DEO (differentially expressed operons) plot comparing the unevolved lrp KO to the wildtype, showing the large effect of the KO. d) A DEO plot comparing the fastest endpoint strain (A23) of the lrp KO-ALE to the unevolved lrp KO strain. The evolution is not able to modify the expression of the large majority of lrp's regulon.

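In the unevolved *lrp* KO, 2055 genes changed against wt (738 higher and 1317 lower, or 1060 and 990 relative to the median gene), 598 of them at least 2-fold, and 2637 changed against the other KOs of the round. At the A23 endpoint 2249 genes changed against the unevolved KO (1458 higher and 791 lower, or 1080 and 1168 relative to the median gene), 799 of them at least 2-fold. Of the 374 genes that changed at least 2-fold both by the KO and during evolution, 370 moved in the opposite direction during evolution. Among the genes labeled in Fig. 5c, *yjbJ* (5.38), *lysU* (4.54), *dtpA* (4.26), *ymgF* (4.10), *yqeG* (3.90) and *ytfK* (3.53) were higher in the unevolved KO, the least significant with an adjusted p = 1.36e-06, and *yodC* was at 2.02 (adjusted p = 1.41e-07). Of these *yjbJ*, *ymgF*, *ytfK* and *yodC* are under 300 bases. *oppA* rose by 4.36, and against the other KOs of the round *yjbJ* was at 5.19, *dtpA* at 4.36 and *lysU* at 4.24. Genes lower in the unevolved KO included *ilvI* (-5.22), *ilvH* (-4.90), *yhjE* (-4.24), *leuB* (-3.35), *leuC* (-2.80) and *leuA* (-2.39). *rho* was at 0.11 (adjusted p = 0.273) and *ompX* at -0.06 (adjusted p = 0.491), and neither direction held under every alternative. Against the other KOs of the round *ompX* was lower, at -0.59 (adjusted p = 7.92e-11), and *rho* was at -0.12, while relative to the median gene *rho* was higher, at 0.29 (adjusted p = 0.00103). At A23 against the unevolved KO, *greA* rose by 3.47 (standard error 0.0886, adjusted p = 1.78e-22), *ymgA*, which is under 300 bases, by 3.14, *speA* by 2.71 and *deaD* by 2.48, while *lysU* changed by -0.08 (adjusted p = 0.635) and *yjbJ* by -1.77. *ilvI* and *ilvH* remained at -4.29 and -4.31 against unevolved wt, and *yjbJ* and *lysU* at 3.603 and 4.46.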

The *lrp* KO-ALE strains stand alone among our KOs as being unable to recover growth. There are no TF-specific convergent mutations among its evolved lineages and what mutations do exist are limited to well-studied growth-promoting ones such as RNAP mutations (Dalldorf et al. 2023) (see supplementary fig. S5, Supplementary Material online). 

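At *lrp* A23, *gadE* (-5.08), *gadC* (-5.02) and *gadB* (-4.82) fell most against the unevolved *lrp* KO, with standard errors of 0.356, 0.183 and 0.203, and *gadA* (-4.46), *hdeD* (-4.46), *hdeA* (-4.25) and *hdeB* (-4.21) were lower as well. The counting could have split the reads of *gadA* and *gadB*. The mean of the 17 acid resistance genes changed by -3.97 (adjusted p = 1.44e-18, fry, over 11 comparisons), and all 17 were significantly lower. These genes are labels of Fig. 5d, which shows this comparison in the same libraries, so the result here restates how they were picked and is no separate test. In the unevolved *lrp* KO the same set was higher than in unevolved wt by a mean of 2.24 (adjusted p = 4.15e-13 over 6 comparisons). In the unevolved KOs of the same round it was higher by 4.16 in *crp* and by 0.82 in *fur*, so the *lrp* KO lay between them. Of the 23 RpoS-dependent genes, 17 were significantly lower and 3 significantly higher at A23. Between single duplicates, the mean change of the ribosomal protein genes was 0.31 to 0.36, with 37 genes higher and 17 lower in the estimate from both.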

Transcriptional changes are largely limited to a downregulation of stress-related genes and slight upregulation of ribosomal subunits, which are common across ALEs (Dalldorf et al. 2023). The growth rate does improve through evolution, although this evolution contains no adaptations specific to the KO itself.

*Lrp* regulates numerous operons, many of whose expression is largely changed through *lrp*'s KO but unchanged by the subsequent evolution. 

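In the unevolved *lrp* KO the mean log2 change of *gltB*, *gltD* and *gltF* against wt was -4.20 (adjusted p = 9.22e-29, fry, over 3 comparisons), or -4.02 relative to the median gene, with *gltB* (b3212) at -5.53 (standard error 0.0821), *gltD* (b3213) at -5.53 (standard error 0.0658) and *gltF* at -1.54. Against the other unevolved KOs of its round the mean was -3.70 and *gltF* alone was at -0.08 (adjusted p = 0.699). *gltB* had an adjusted p = 7.85e-29 and *gltD* an adjusted p = 3.91e-31 over all genes. For *livK*, *livH*, *livM*, *livG* and *livF* the mean was -3.64 (adjusted p = 1.17e-28), from -4.05 for *livM* to -3.24 for *livG*, and the mean was -3.55 within the round. In log2(TPM + 1) the mean of the *glt* genes was 8.44 in unevolved wt and 4.24 in the unevolved KO, and that of the *liv* genes 8.16 and 4.52. For *ilvI*, *ilvH*, *leuA*, *leuB*, *leuC*, *leuD*, *ilvM*, *ilvE*, *ilvD*, *ilvA* and *lysU*, the 11 measured genes of other Lrp operons, which were taken from the labels of Fig. 5c and so are no separate test of this comparison, the mean was -1.81 (adjusted p = 1.96e-23), with 9 significantly lower and *lysU* significantly higher.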

Some of these operons are highly growth important, such as *gltBDF* and *livKHMGF* which the KO severely downregulated (Fig. 5c). The evolution was unable to rebalance these operons to return the transcriptome to a healthy state (Fig. 5d), thus limiting its growth capabilities.

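At the A23 endpoint the *glt* genes were at 5.80 and the *liv* genes at 6.15 in mean log2(TPM + 1). Against the unevolved KO the *glt* genes rose by 1.56 (adjusted p = 1.42e-19; 1.33 relative to the median gene), the *liv* genes by 1.64 (adjusted p = 3.76e-21; 1.41) and the 11 genes of the other Lrp operons by 0.95 (adjusted p = 7.26e-16; 0.72). All 3 *glt* and all 5 *liv* genes rose significantly, as did 9 of the other 11. Single genes rose by 2.03 (*gltB*), 2.14 (*gltD*), 1.96 (*livH*) and 2.02 (*livM*), and *gltF* by 0.51 (adjusted p = 0.027). Against unevolved wt the endpoint was at -2.64 for the *glt* genes (adjusted p = 2.20e-24), -2.004 for the *liv* genes (adjusted p = 4.21e-23) and -0.86 for the other Lrp operons (adjusted p = 4.85e-18), where 5 genes were significantly higher and 6 significantly lower. The 4 differences between duplicates against wt ran from -2.67 to -2.61 for the *glt* genes and from -2.04 to -1.97 for the *liv* genes. From operons that it describes as altered by the KO and left as they were by the later evolution, the paper concludes that evolution could not rebalance them and that this limits the growth of the strain.

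**Figure D7:**
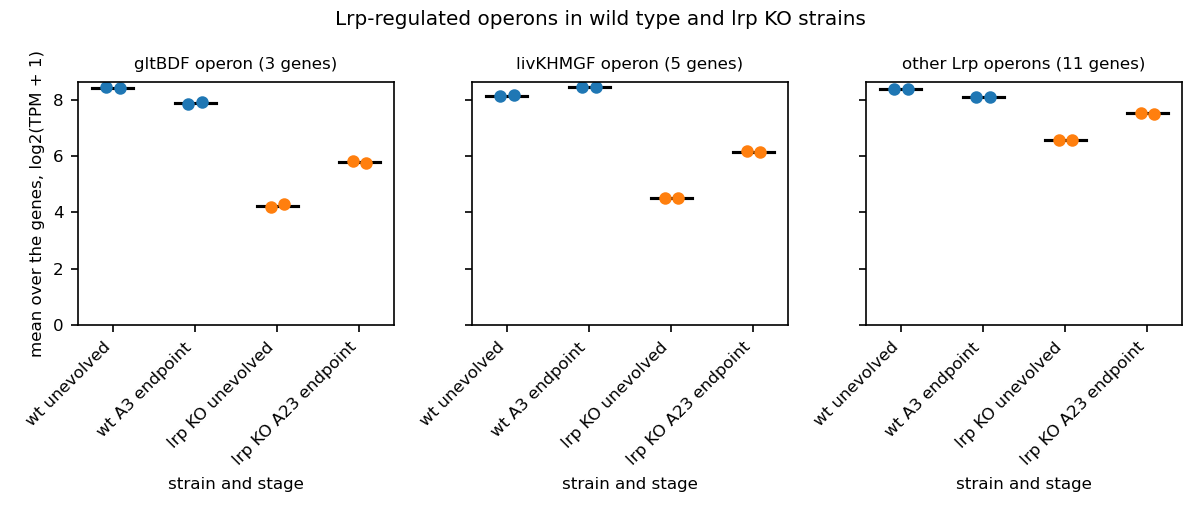
Mean log2(TPM + 1) of the *gltBDF* operon, the *livKHMGF* operon and the other Lrp operons. Conditions are unevolved wt, the evolved wt A3, the unevolved *lrp* KO and its A23 endpoint. Dots are duplicates and bars their mean. As log2 fold change against unevolved wt, the *glt* genes go from -4.20 to -2.64 between the unevolved KO and A23. The *liv* genes go from -3.64 to -2.004.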

### Regulator KOs and Subsequent Evolutions Affect Readiness of Regulator-associated Substrates

Despite the lack of convergent mutations or KO-specific transcriptional changes among many of the KO-ALE strains, the substrate readiness plates show distinct phenotypic changes between the wildtype, unevolved KO, and evolved KO strains. The plates showed that most of the evolved strains grew on fewer substrates than their unevolved ancestors as they specialized towards growth on minimal media supplemented with glucose when compared to the wildtype samples from this study (Fig. 6a). The strains that largely gain growth capabilities (*argR, cytR,* and *lrp* KOs) do not have regulator-specific mutations. Many strains show a reduction in ability to grow in nitrogen-limited conditions over the course of their evolution (*lon* KO evolution loses the ability to grow on 74.63% of nitrogen-limited conditions, *basR* 69.84%, *mlrA* 63.93%, *zur* 8.06%, *zntR* 7.46%, *ybaO* 4.92%, WT 3.45%), presumably a consequence of their evolution on nitrogen rich M9 media. It should be noted, however, that these growth losses seen largely in the *basR, lon,* and *mlrA* KO strains may also be experimental artifacts due to the lower oxygenation of our study's growth conditions when compared to the plate-based growth in Campos et al. (2018).

**Fig. 6.**
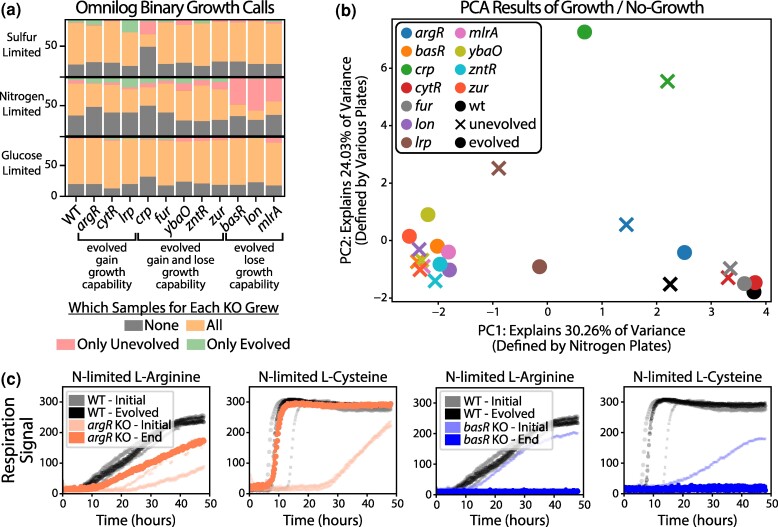
Non-M9 changes are present among the unevolved and evolved strains. a) The substrate readiness results for all of the KO-ALEs, showing that evolution overall reduces the ability of a strain to grow on new substrates as it focuses on increasing growth for the substrate it evolved on. See Methods: Biolog Plates and Analysis for more information. b) A principal components analysis carried out on the binary growth/no-growth calls of the phenotyping plates results. The top two highest variance-explaining principal components are shown. c) A selection of the growth profiles from the substrate readiness plates, showing the growth capability differences between the argR and basR KO strains on nitrogen-limited amino acid plates.

A principal component analysis of the binarized phenotype data indicates that the highest variance amongst the strains is explained by differences in nitrogen substrate utilization (Fig. 6b). The second highest variance explanatory component represents variance in carbon, nitrogen, and sulfur utilization. The *argR, crp,* and *lrp* KO-ALE strains exhibit the largest shifts in substrate utilization (see supplementary table S3, Supplementary Material online). While the changes for *crp* and *lrp* KO-ALEs were previously discussed, this large shift in substrate utilization is unexpected as the *argR* KO strains showed no convergent mutations and quickly recovered growth.

The unevolved and evolved KO strains for *argR*, a dual-regulator of arginine import and biosynthesis (Caldara et al. 2006), modify its growth capability on numerous amino acids. The unevolved *argR* KO strain loses the ability to grow on five amino acids under nitrogen-limited conditions that the wildtype can grow on (arginine, asparagine, cysteine, glutamic acid, and lysine). The evolved *argR* KO strain restores growth on four of these including arginine and increases growth rates on many of the other amino acids (see supplementary fig. S6, Supplementary Material online) (Caldara et al. 2006). Contrasting with the *argR* case, the fastest *basR* KO-ALE endpoint strain does not gain the ability to grow on any new substrates and instead loses the ability to grow on nearly any amino acid (supplementary fig. S7, Supplementary Material online). A few of these nitrogen-limited amino acid cases can be seen in Fig. 6c.

Some strains such as the *cytR* KO show few differences between the unevolved and evolved strains. The *cytR* KO strains show no change compared to the wildtype samples on any of the 6 cytidine conditions, which modulates *cytR* activity (Perini et al. 1996). *YbaO* (*decR*), which is thought to play a role in cysteine detoxification (Shimada et al. 2016), however showed distinct differences on nitrogen-limited cysteine conditions but relatively little difference caused by the evolution. Similar to what we found for some of the regulators that are active on minimal glucose media, it appears that activity alone is not enough to determine if a KO will lead to a detrimental effect on growth.

## Discussion

TFs have a complex evolutionary history whose regulatory targets vary greatly from species to species and regulator to regulator (Price et al. 2007). Regulator KO-ALEs reveal a wide variety of transcriptional, sequence, and phenotypic adaptations which are highly dependent on the activity of the regulator on the growth medium and the size of the regulator's regulon. Most of the regulator KO strains were able to recover growth rates through non regulator-specific evolutionary strategies. Some of these general recovery strains, despite an initial growth defect, are not active on minimal glucose media and the cell was able to restore growth without large changes to its TRN. Others, such as the *mlrA* KO-ALE strains, recovered growth through the utilization of regulators with overlapping targets to the removed regulator without the requirement of regulator-related mutations. The *crp* and *fur* KO evolved strains recovered growth both through common minimal media adaptations and by restoring the expression of highly growth-important genes through convergent mutations to elements of their own TRNs, while leaving the majority of their regulons highly differentially expressed. The *lrp* KO strains stand alone as being unable to recover growth, which is likely a consequence of *lrp*'s unique central position within the TRN.

*Escherichia coli* can restore growth through evolution without KO-specific mutations for most of the regulators included in this study. Often this is because the regulator is not normally active on M9, but the highly connected nature of the TRN means that even for many active regulator KOs, their regulons are still regulated by other TFs. The changes in expression or sequence through the evolution of these regulator KOs are not related to the removed regulator's regulon and instead represent evolutionary adjustments to M9 supplemented with glucose seen across a wide variety of ALEs (Dalldorf et al. 2023). An evolved 24% reduced genome derivative of MG1655 grew only 13% slower than evolved wildtype whereas the unevolved reduced genome strain grew 69% slower (Choe et al. 2019), inferring that the unexplained initial growth defect seen in many of our study's strains may be more general KO-response rather than a regulator KO-specific response since few regulator-related mutations or expression changes were observed for the majority of knockouts in this study.

Some regulator KO-ALEs, such as *crp* and *fur*, are able to recover growth through convergent mutations. *Crp* KO-ALE strains restore normal expression of *ptsG* through targeted mutations to repressor binding sites upstream of *ptsG* (in agreement with previous studies (Lamrabet et al. 2019; Pal et al. 2022)) and *fur* KO-ALE strains mutate a specific region of *ryhB* which helps rebalance *sodB* expression to standard levels (Peterman et al. 2014). Both the *crp* and *fur* KO-ALE strains, however, do not return their respective regulons to normal levels but rather restore the expression of the few most growth-important genes. A *pdhR* KO-ALE on glucose minimal media resulted in convergent mutations to elements of its TRN (Anand et al. 2021) similar to the *crp* and *fur* KO-ALEs from this study. *PdhR* has a relatively small regulon of 53 genes but contained in these are highly growth-important genes such as the pyruvate dehydrogenase complex (Anand et al. 2021). *PdhR* has no clear iModulon in order to infer its activity on said media but presumably is active and could thus be categorized alongside the *crp* and *fur* KOs.

*Lrp* KO-ALE is not able to restore normal growth, despite it being an evolutionary target in previous studies (Zinser and Kolter 2000; Ratib et al. 2021). This may be due to a handful of unique attributes of *lrp*, but most notably its large regulon of approximately one third of the genome (Kroner et al. 2019), the large number of genes of which it is the only regulator, and its central location within the TRN. Evolution is able to improve the growth rate of the *lrp* KO, but primarily through generic M9 growth-promoting mutations and expression changes that are seen across many samples from this study and numerous other ALE studies (Dalldorf et al. 2023). In a whole cell network study connecting together the TRN and metabolic networks, the Lrp-leucine complex was one of the central connections between the two networks, thus showing its central importance to not just regulating TFs but also its influence over metabolism (Grimbs et al. 2019).

Our characterization of substrate readiness showed a decreased ability of the evolved strains to grow on non-glucose substrates, so there are likely other conditions where these KOs may necessitate KO-specific adaptations. A study about novel ppGpp function found unexpected substrate readiness differences following gene knockouts (Gupta et al. 2015), giving some evidence that our observed growth differences seemingly unrelated to the removed regulator may actually be the result of said regulator's removal and not an experimental artifact. A large-scale study of *E. coli* phenotyping plates found the most no-growth calls on carbon sources and large disagreement of growth/no-growth calls on nitrogen sources (Mackie et al. 2014). That said, despite a lack of clear evolutionary adjustments, the evolution of regulator KOs did largely modify which conditions the strains could grow on, sometimes changing growth behavior on substrates related to the removed regulator.

Regulator KO-ALEs suggest a similar lesson to the metabolic KO-ALEs in that both create bottlenecks, in the TRN and in the metabolic map respectively, that are overcome using nearby existing connections and genetic mutations within these networks. We observed that relatively few mutations were necessary to recover growth when compared to other ALEs, suggesting a simplicity to genetic adaptations that enable phenotypic adjustment to the loss of a regulator (Phaneuf et al. 2020). An *nac* KO-ALE serves as a potential follow-up study to this one, as it, like *lrp*, regulates a large number of genes many of which have only it as a regulator and connects many TFs to each other in the TRN. Similar to how some of our removed TRN connections enabled new growth capabilities, another study showed how creating new regulatory links can also confer a growth benefit (Isalan et al. 2008). Additionally, the modification as opposed to removal of central regulators has also been shown to modify phenotype (Koubkova-Yu et al. 2018). Despite large initial growth impacts, it appears that the majority of regulators can be removed from *E. coli* on M9 minimal media and growth will quickly recover as the high connectivity of the TRN leaves it with few vulnerabilities. These results reinforce the long-standing view of the TRN as a highly adaptable network and begin to systematically uncover mechanisms by which this adaptability is achieved.

## Materials and Methods

### Strain Information

All strains were selected from the Keio collection (Baba et al. 2006). Round 1 strains (*argR*, *crp*, *cytR*, *fur*, and *lrp*) were evolved at the Center for Biosustainability at Denmark Technical University while round 2 strains (wt, *basR*, *lon*, *mlrA*, *ybaO*, *zntR*, and *zur*) were evolved at University of California San Diego.

### ALE and Growth Characterization

ALE was performed using 6 independent replicates of each regulator KO and the wildtype. All ALE experiments were conducted at 37 °C with a stirring speed of 1100 rpm for proper aeration. Each individual experiment was automatically passed to a new culturing flask at an OD_600_ nm = 0.6 using a passage volume of 100 μL. ALE was performed until no additional growth rate increase was observed, typically around 400 generations. Cultures were always maintained in excess nutrient conditions assessed by nontapering exponential growth. The evolution was performed for a sufficient time interval to allow the cells to reach their fitness plateau. The growth medium for all samples was M9 minimal medium with 4 g/L glucose. The M9 minimal medium contained 1× M9 salts, 2 mM MgSO_4_, 100 μM CaCl_2_, and 1× trace elements and Wolfe's vitamin solution. Stock M9 salts solution consisted of 10 × 68 g/L Na_2_HPO_4_ anhydrous, 30 g/L KH_2_PO_4_, 5 g/L NaCl, and 10 g/L NH_4_Cl dissolved in Milli-Q filtered water. M9 trace elements stock was a 2000× solution with composition of 3.0 g/L FeSO_4_·7H_2_O, 4.5 g/L ZnSO_4_·7H_2_O, 0.3 g/L CoCl_2_·6H_2_O, 0.4 g/L Na_2_MoO_4_·2H_2_O, 4.5 g/L CaCl_2_·H_2_O, 0.2 g/L CuSO_4_·2H_2_O, 1.0 g/L H_3_BO_3_, 15 g/L disodium ethylene-diamine-tetra-acetate, 0.1 g/L KI, 0.7 g/L MnCl_2_·4H_2_O, and concentrated HCl dissolved in Milli-Q filtered water.

Samples are named in the following convention: regulator KO’d, A(LE) number, F(lask) number, I(solate) number, R(eplicate) number. For example, argR A1 F14 I1 R1 is the A1 independent lineage of the *argR* knockout strain and is the first replicate from the first isolate taken from the 14th flask. Later flask numbers indicate longer evolution times. All knockouts also have an A0 strain, which is the unevolved sample. Throughout the article, endpoint flask refers to the higher flask number from a lineage while the midpoint flask refers to the other non-zero flask number from the lineage.

### DNA-sequencing

A clone from the midpoint and endpoints of the evolved strains was picked for DNA sequencing. Population samples were also sequenced for endpoint evolved strains. The sequence mutations found in the population and endpoint isolates have a high overlap, with an average Jaccard index 0.6042. The strains were grown in an M9 minimal medium supplemented with 4 g/L glucose. Total DNA was sampled from an overnight grown culture at an OD_600_ nm = 0.6. Nucleic acid isolation, library preparation, and subsequent analysis were performed as previously described (Anand et al. 2019). Briefly, genomic DNA was isolated using a Nucleospin Tissue kit including treatment with RNase A. Resequencing libraries were prepared following the manufacturer's protocol using Nextera XT kit. Sequencing was performed on an Illumina HiSeq. Sequence data is available at https://aledb.org/ale/project/138/. A target read depth of 100 × was obtained for each sample. Clonal isolates were sequenced for midpoint and endpoint strains. Additionally, population sequencing was performed for the endpoint strains. When available, mutations used in this study are pulled from the population sequences.

### Mutation Calling

Sequencing reads were filtered and trimmed using AfterQC version 0.9.7 (Chen et al. 2017). We mapped reads to the *E. coli* K-12 MG1655 reference genome (NC_00913.3) using the breseq pipeline version 0.33.1(Deatherage and Barrick 2014). Consensus frequency cutoff was set to 0.75 and required match fraction set to 0.95. The breseq pipeline was run in clonal or population mode depending on the sample type. Mutation analysis was performed using ALEdb (Phaneuf et al. 2019). An average of 7.3 mutations were found in each isolate, when excluding the hypermutator strain (crp A3 F87), which converts to a mutation in 0.0001825% of all base pairs. On average we observed a coverage depth of 88 reads for sequenced strains. More details are available in supplementary File S4, Supplementary Material online.

### RNA-sequencing

All samples were prepared and collected in biological duplicates at UCSD, with two libraries prepared for each of the two replicates for each sample. Three milliliter of culture sampled from an overnight grown culture at an OD_600_ nm = 0.5 was added to 6 mL of Qiagen RNA-protect Bacteria Reagent after sample collection. This solution was then vortexed for 5 s, incubated at room temperature for 5 min, and then centrifuged. The supernatant was then removed and the cell pellet was stored at −80 °C. The Zymo Research Quick-RNA MicroPrep Kit was used to extract RNA from the cell pellets per vendor protocol. On-columns DNase treatment was performed for 30 min at room temperature. Anti-rRNA DNA Oligo mix and Hybridase Thermostable RNase H (Choe et al. 2021) was used to remove ribosomal RNA. Sequencing libraries were created using a Kapa Biosystems RNA HyperPrep per vendor protocol. RNA-sequencing reads were processed using https://github.com/avsastry/modulome-workflow. Data are available at NCBI GEO GSE266148.

### iModulon Computation

RNA-sequencing data were used to create iModulon activity levels of our strains using PyModulon (Sastry et al. 2019) which is available at https://github.com/SBRG/pymodulon. Activities of iModulons were compared to samples from PRECISE1K which is easily accessible using iModulonDB (Rychel et al. 2021). The calculations of new iModulons for our dataset in addition to PRECISE1K were performed using modulome-workflow (Sastry et al. 2024) which is available at https://github.com/avsastry/modulome-workflow. See https://imodulondb.org/ (Rychel et al. 2021) for a more complete description of iModulons and their calculation.

### Basal iModulon Transformation

Independent component analysis decomposes a matrix **X**, which is a collection of transcriptomic profiles ideally containing various perturbations of a particular species, into two matrices, **M** and **A**. The **M** matrix contains components called iModulons with dimensions of the number of genes; these iModulons are linked to specific regulators by overlap of their gene sets with experimentally-determined regulons. The **A** matrix contains the weights of the iModulons in the various samples. In the final generation of the **M** and **A** matrices within our workflow, the sign of specific components in M is typically inverted to ensure a predominantly positive distribution of gene weights. This adjustment involves reversing the sign of the corresponding columns in the **M** matrix and the associated rows in the **A** matrix. However, the interpretation of **A** matrix values remains uncertain as higher activity could mean either more or less regulation, depending on the weightings of genes in **M** and the biological role of the regulator. To improve the interpretability of the **A** matrix, we developed a “Basal iModulon transformation”, in which further adjustments were made such that higher values correspond to an increased regulatory activity (basal activity). Each iModulon was assigned a direction based on the function of its canonical regulator and, when available, the activity observed in knockout (KO) samples. To align the A matrix values with a baseline, the values were shifted such that the minimum approximates zero. This was achieved by subtracting the 95th quantile for iModulons with a positive direction, and the 5th quantile for those with a negative direction, ensuring minimal influence from outliers. If the direction was positive, the signs of both matrices A and M were subsequently flipped to maintain consistency.

### Biolog Plates and Analysis

The OmniLog system was used to generate the media screens. First overnight cultures were grown in 4 mL of M9 4 g/L glucose medium at 37 °C with shaking. Pellets were collected by centrifuge and pellets for PM01 plates were washed twice by M9 medium while pellets for PM03B and PM04A plates were washed twice using IF0a medium (supplied by OmniLog). 42%T and 85%T sample solutions were prepared in M9 no carbon medium with 1× DyeA (supplied by OmniLog) for PM01 plates. 42%T and 85% sample solutions were prepared in IF0a medium with 1× carbon (Na-succinate and FE-citrate) and 1× DyeA. One hundred microliters of 85% T sample solution were placed in each well. The plates were run on the OmniLog machine at 37 °C for 48 h. Opacity readings were generated of the plates over these 48 h.

In order to convert the opacity respiration readings to growth curves, the signal from every well is processed through a Savitzky-Golay filter to smoothen the data. A window length of 50 and polynomial degree of 3 is used for said filter. The maximum signal value is recorded and a control group is formed of the negative control wells. A one-sided z-test is performed to calculate *P*-values associated with each well and are corrected for multiple hypothesis tests using the Bonferroni correction. If the adjusted *P*-value is below 0.05 the well is considered to have a significant growth signal and is assigned to have grown, else no growth is assumed.

## Supplemental Material

Supplementary material is available at *Molecular Biology and Evolution* online.

## Supplementary Material

msae240_Supplementary_Data

## Data Availability

Additional Supplementary Data Files 1, 2, 3, and 4 (.csv and .xlsx) are publicly available online at https://zenodo.org/records/14052132. Raw data for ALE experiments are available at aledb.org.

# Supplementary material for: Diversity of Transcriptional Regulatory Adaptation in E. coli
**Source:** Mol Biol Evol. 2024 Nov 12;41(11):msae240. doi: 10.1093/molbev/msae240
**Supplement:** msae240_Supplementary_Data

# Supplementary Information

**Supplemental Table 1:** Initial list of targets for TF KO-ALE. *NikR* and *puuR* knockouts did not show a significant growth defect in our lab so were not fully evolved.

| TF          | Growth Defect from Keio <sup>12</sup> (%age of wildtype) | Size of Regulon <sup>15</sup> | Variance of TF's Regulon Explained by iModulons | Independent Lineages' Names (each has midpoint and endpoint isolate) | Average Number of Mutations per Endpoint Isolate | Samples Selected for RNA-seq (in addition to unevolved KO)                         | Sample Selected for Biolog Plates (in addition to unevolved KO) |
|-------------|----------------------------------------------------------|-------------------------------|-------------------------------------------------|----------------------------------------------------------------------|--------------------------------------------------|------------------------------------------------------------------------------------|-----------------------------------------------------------------|
| <i>argR</i> | 73.81%                                                   | 37                            | 90.69%                                          | A1-A6                                                                | 7.17                                             | n/a                                                                                | A5 endpoint                                                     |
| <i>basR</i> | 89.75%                                                   | 13                            | 63.56%                                          | A4-A9                                                                | 6.34                                             | A7 endpoint                                                                        | A7 endpoint                                                     |
| <i>crp</i>  | 77.77%                                                   | 576                           | 83.20%                                          | A1-A6                                                                | 13.5* (w/o hyper-mutator 9.2)                    | A1 midpoint, A1 endpoint, A2 midpoint, A2 endpoint, A4 midpoint, A4 endpoint       | A4 endpoint                                                     |
| <i>cytR</i> | 83.06%                                                   | 13                            | 58.71%                                          | A7-A12                                                               | 5.67                                             | n/a                                                                                | A7 endpoint                                                     |
| <i>fur</i>  | 84.55%                                                   | 132                           | 89.76%                                          | A13-A18                                                              | 6.50                                             | A13 midpoint, A13 endpoint, A14 midpoint, A14 endpoint, A18 midpoint, A18 endpoint | A13 endpoint                                                    |
| <i>lon</i>  | 79.37%                                                   | n/a                           | n/a                                             | A16-A21                                                              | 3.83                                             | A17 endpoint                                                                       | A17 endpoint                                                    |
| <i>lrp</i>  | 86.56%                                                   | 71                            | 90.42%                                          | A19-A24                                                              | 3.17                                             | A23 endpoint                                                                       | A23 endpoint                                                    |
| <i>mlrA</i> | 89.83%                                                   | 10                            | 84.88%                                          | A10-A15                                                              | 2.34                                             | A15 endpoint                                                                       | A15 endpoint                                                    |
| <i>nikR</i> | 92.93%                                                   | 6                             | 92.91%                                          | n/a                                                                  | n/a                                              | n/a                                                                                | n/a                                                             |
| <i>puuR</i> | 92.31%                                                   | 8                             | 95.22%                                          | n/a                                                                  | n/a                                              | n/a                                                                                | n/a                                                             |
| wt (no KO)  | n/a                                                      | n/a                           | n/a                                             | A1-A6                                                                | 1.34                                             | A3 endpoint                                                                        | A3 endpoint                                                     |
| <i>ybaO</i> | 95.69%                                                   | n/a                           | n/a                                             | A10-A15                                                              | 3.83                                             | n/a                                                                                | A11 endpoint                                                    |
| <i>zntR</i> | 91.84%                                                   | 1                             | 77.51%                                          | A16-A21                                                              | 2.33                                             | n/a                                                                                | A16 endpoint                                                    |
| <i>zur</i>  | 91.72%                                                   | 5                             | 94.44%                                          | A4-A9                                                                | 1.83                                             | n/a                                                                                | A7 endpoint                                                     |

**Supplemental Table 2:** iModulons generated by specific knockouts along with what perturbation activates it and the source study of this perturbation. Low activity means highly negative activity values. iModulons are

relative and zero activity is equal to expression levels for strains growth on M9 glucose and isolated in the exponential growth phase.

| iModulon           | Genetic Perbuation Which Activates It                                                                              | Study Name on P1K Where Most Activated |
|--------------------|--------------------------------------------------------------------------------------------------------------------|----------------------------------------|
| arcA/luxS KO       | <i>arcA</i> KO gives low activity, <i>luxS</i> KO gives high activity                                              | DDB2                                   |
| baeR KO            | <i>baeR</i> KO gives low activity                                                                                  | DDB3                                   |
| crp KO-1           | <i>crp</i> KO gives high activity, KOing one one or both of <i>crp</i> 's activating regions leads to low activity | Crp ARs                                |
| crp KO-2           | KOing <i>crp</i> AR2 leads to high activity, KOing <i>crp</i> leads to low activity                                | Crp ARs                                |
| cydB/appC KO       | <i>cydB</i> and <i>appC</i> KO leads to low activity                                                               | EEP                                    |
| cyoB/ndh/nuoB KO-1 | <i>cyoB</i> , <i>ndh</i> , and <i>nuoB</i> KO leads to both high and low activity                                  | EEP                                    |
| cyoB/ndh/nuoB KO-2 | <i>cyoB</i> , <i>ndh</i> , and <i>nuoB</i> KO leads to both high and low activity                                  | EEP                                    |
| cyoB/kdpE/qseB KO  | <i>cyoB</i> , <i>kdpE</i> , and <i>qseB</i> KO leads to low activity                                               | DDB2                                   |
| entC/ubiC KO-1     | <i>entC</i> and <i>ubiC</i> KO leads to low activity                                                               | EEP                                    |
| entC/ubiC KO-2     | <i>entC</i> and <i>ubiC</i> KO leads to low activity                                                               | EEP                                    |
| glrR KO            | <i>glrR</i> KO leads to low activity                                                                               | DDB2                                   |
| IsrB KO            | <i>IsrB</i> KO leads to high activity                                                                              | DDB3                                   |
| nquinone ALE 3     | <i>ubiC</i> KO evolution leads to low activity                                                                     | nquinone                               |
| pgi KO             | <i>pgi</i> KO leads to low activity                                                                                | CCK_pgi, SvNS PGI                      |
| pts ALE            | <i>pts</i> KO evolution leads to low activity                                                                      | CCK_pts                                |
| pts KO             | <i>pts</i> KO leads to low activity                                                                                | CCK_pts                                |
| rscB KO            | <i>rscB</i> KO leads to high activity                                                                              | TCS                                    |
| sdh KO             | <i>sdh</i> KO leads to low activity                                                                                | CCK_sdh                                |
| thrA KO            | <i>thrA</i> KO leads to low activity                                                                               | False Positives                        |
| tpiA KO            | <i>tpiA</i> KO leads to high activity                                                                              | CCK_tpiA                               |

**Supplemental Table 3:** TF KO-ALE targets and shift between unevolved and evolved isolates growth on Biolog plates.

| TF          | Jaccard Index of Substrate Conditions that Unevolved and Evolved Isolates Grow |
|-------------|--------------------------------------------------------------------------------|
| <i>argR</i> | 0.8677                                                                         |
| <i>basR</i> | 0.9375                                                                         |
| <i>crp</i>  | 0.6266                                                                         |
| <i>cytR</i> | 0.8990                                                                         |
| <i>fur</i>  | 0.9117                                                                         |
| <i>lon</i>  | 0.9375                                                                         |
| <i>lrp</i>  | 0.7912                                                                         |
| <i>mlrA</i> | 0.8757                                                                         |
| wt (no KO)  | 0.9375                                                                         |
| <i>ybaO</i> | 0.8679                                                                         |
| <i>zntR</i> | 0.9107                                                                         |
| <i>zur</i>  | 0.9371                                                                         |

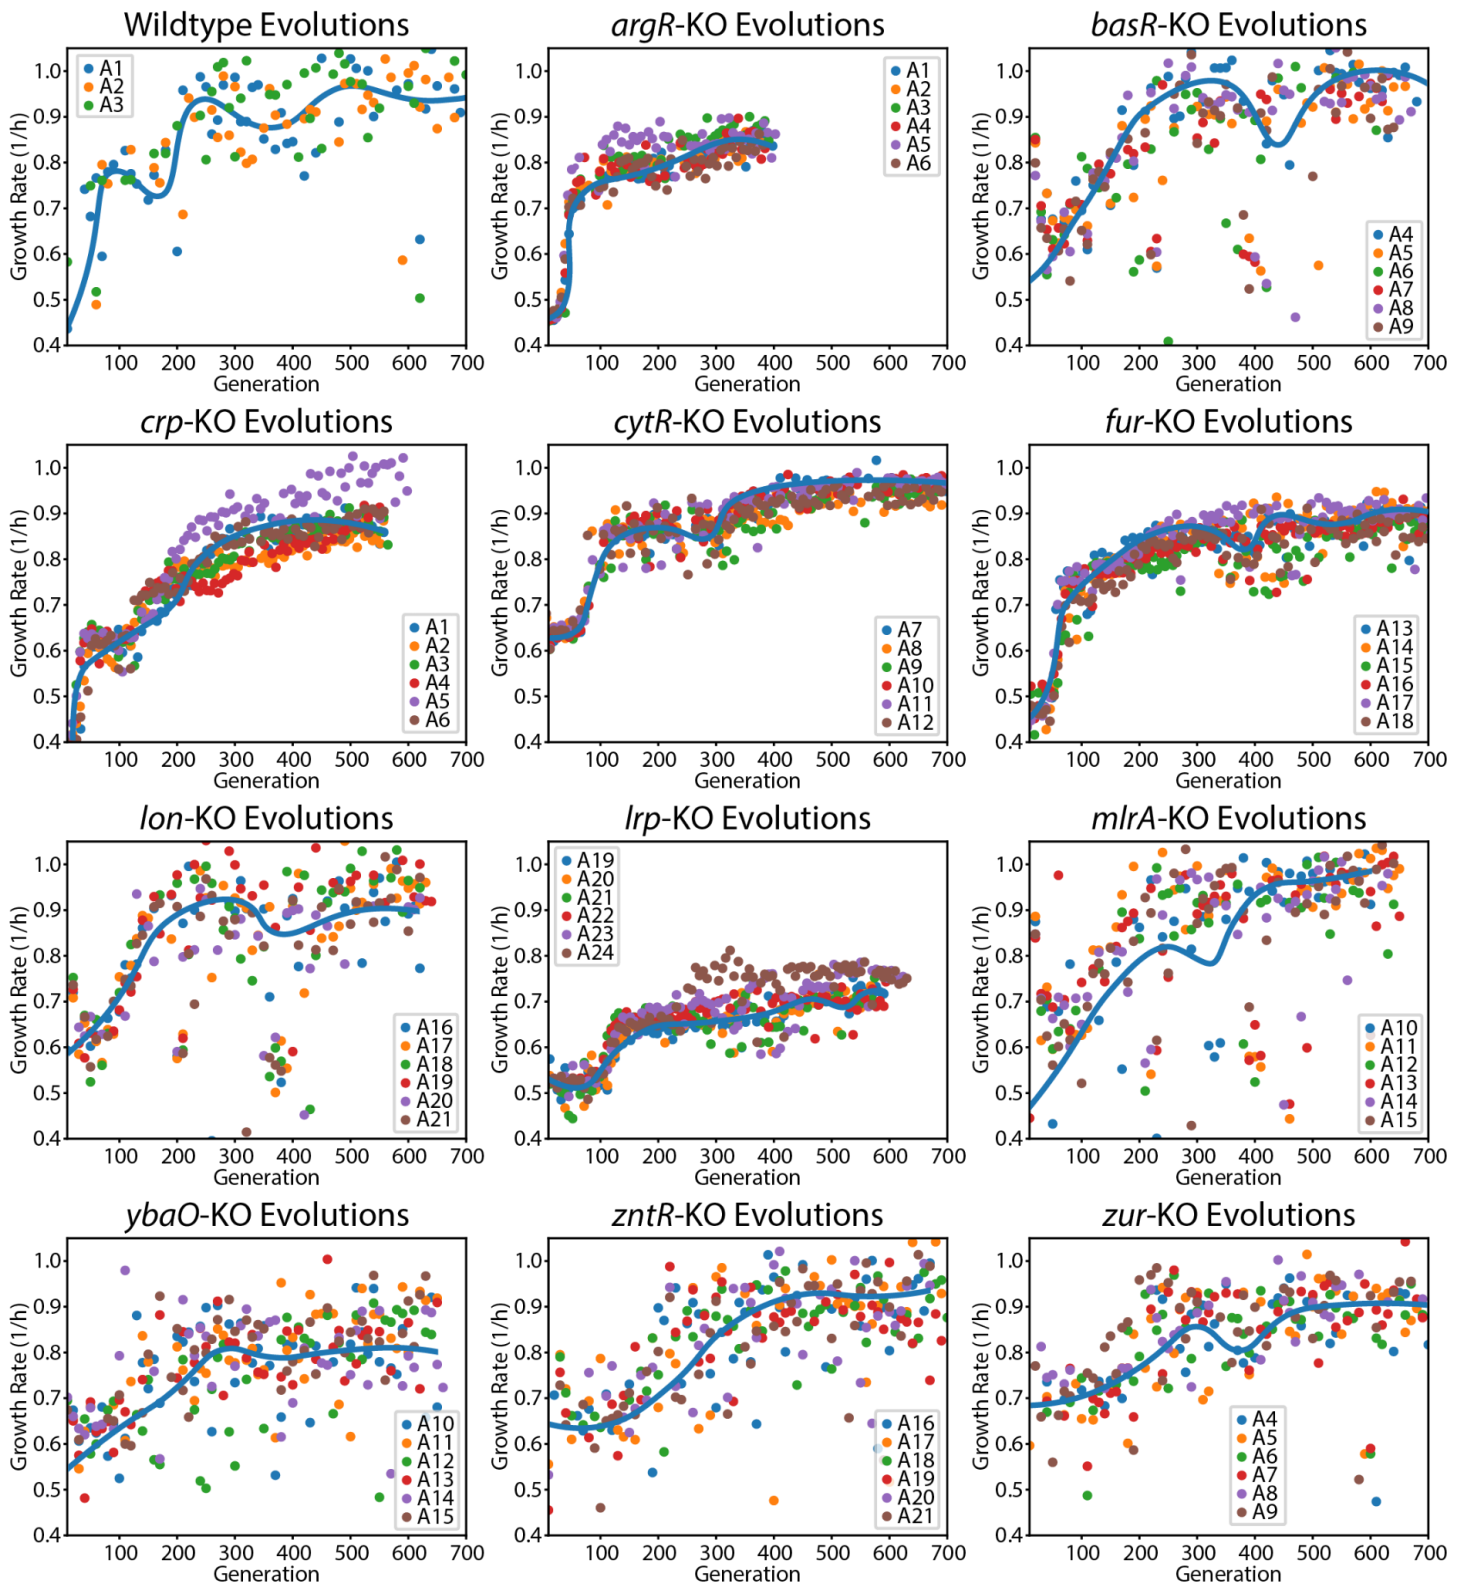

**Supplemental Figure 1 - Growth rate plots of all independent lineages of the knockouts.** The independent lineages of each of the 11 TF KO-ALE's and the wildtype samples are shown. Some experiments, such as *argR*, were stopped early due to growth rates approaching wildtype and a lack of growth change.

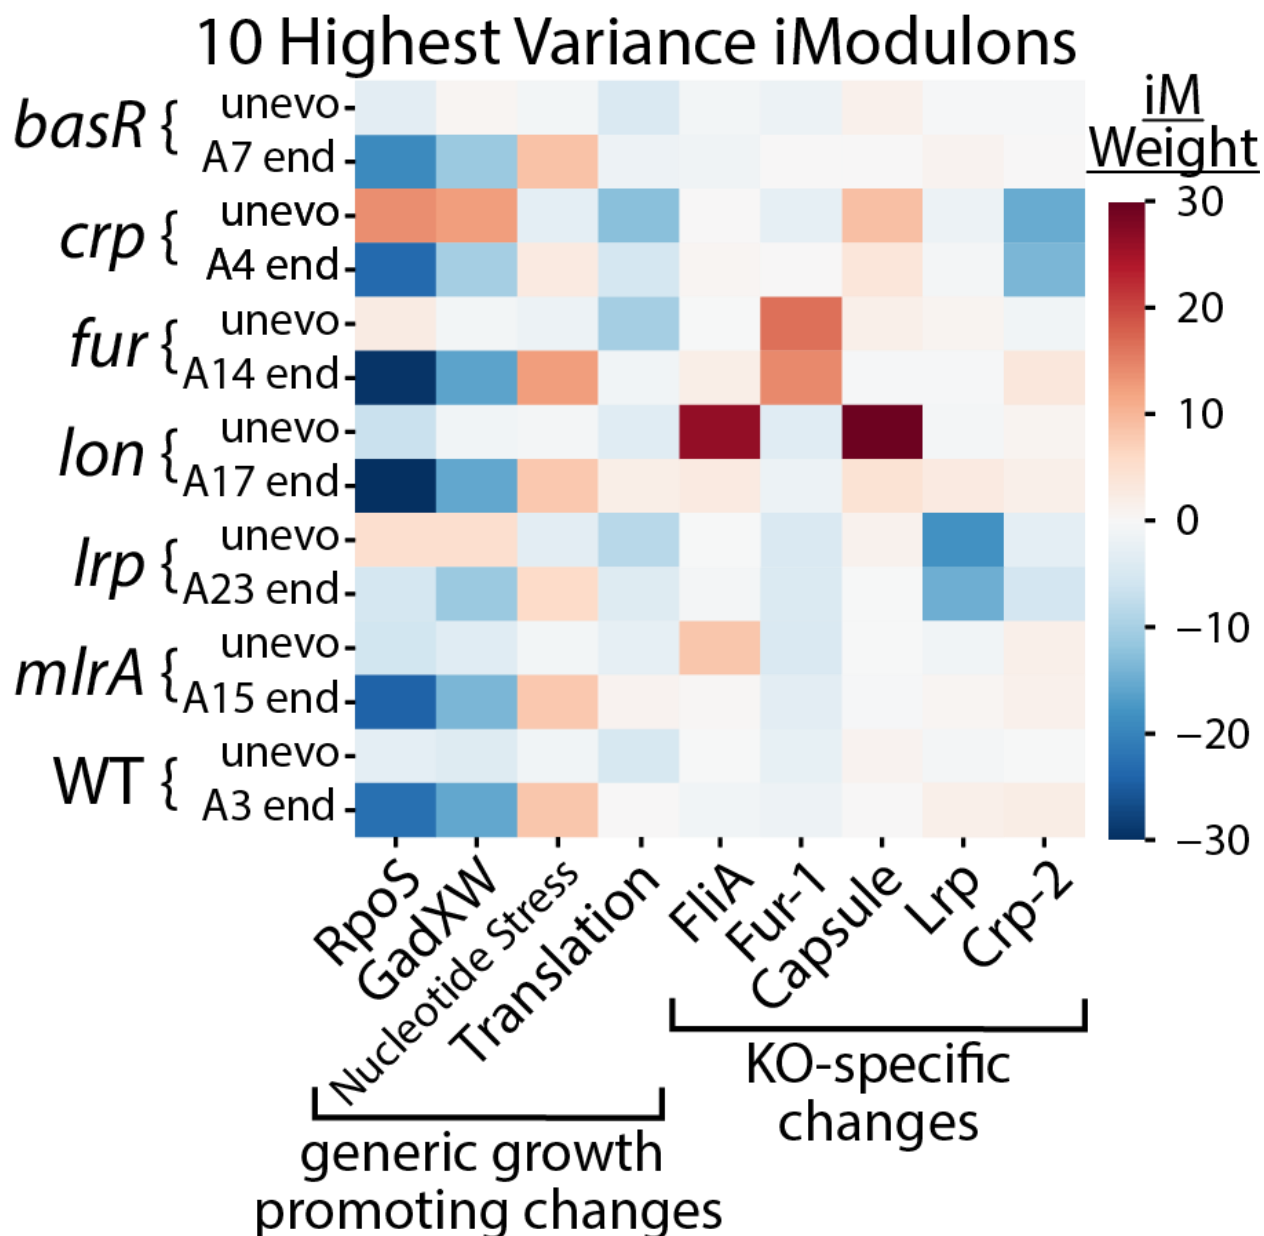

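Colanic acid capsule genes, of which 19 were measured, and 39 flagellar genes were among the largest changes of the unevolved *lon* KO. Against wt the capsule genes rose by a mean log2 change of 5.37 (adjusted p = 2.85e-21, fry, over 3 comparisons), with all 19 significantly higher. They fell by 5.12 from the unevolved KO to A17 (adjusted p = 3.76e-21), where they were at 0.25 against unevolved wt (adjusted p = 0.155), or 0.37 with the libraries scaled to a common median (adjusted p = 0.017). The flagellar genes rose by 5.14 in the unevolved *lon* KO (adjusted p = 5.59e-19, over 6 comparisons), with all 39 significantly higher, fell by 2.68 to A17 (adjusted p = 9.76e-14) and stayed 2.46 above wt (adjusted p = 4.72e-12). In the unevolved *mlrA* KO they rose by 3.00 (adjusted p = 8.43e-14), or 1.32 against all other unevolved strains of the round, which include the *lon* KO. They fell by 2.12 to A15 (adjusted p = 3.36e-11), where they were at 0.88 against unevolved wt (adjusted p = 0.000167), with differences between duplicates of 0.32 to 1.45.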

**Supplemental Figure 2 - Highest variance iModulons among the expression profiled samples.** The top nine iModulons with the highest variance activity among the samples from this study are shown, alongside the Translation iModulon.

**A** *basR* KO Evolution Network Expression Changes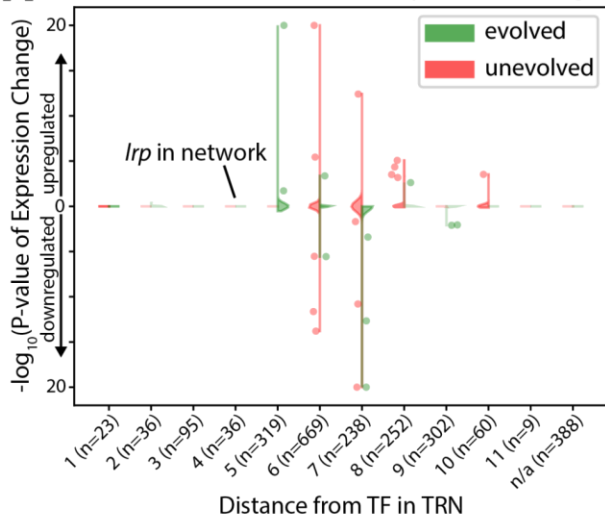**B**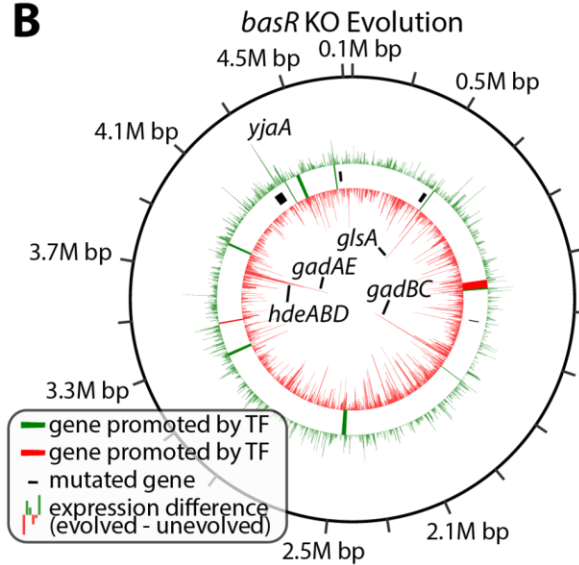**C** *mlrA* KO Evolution Network Expression Changes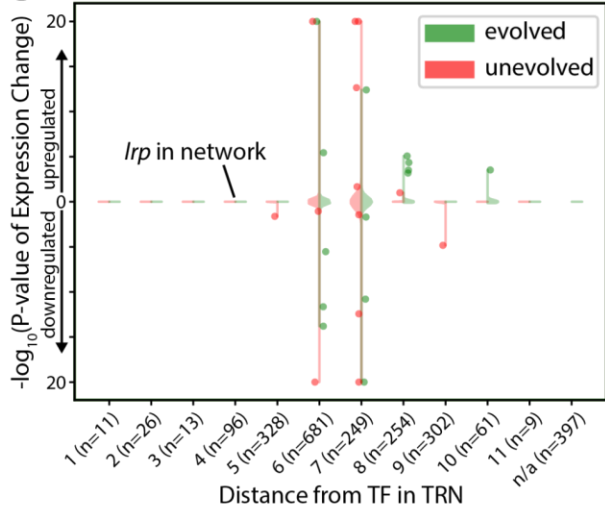**D**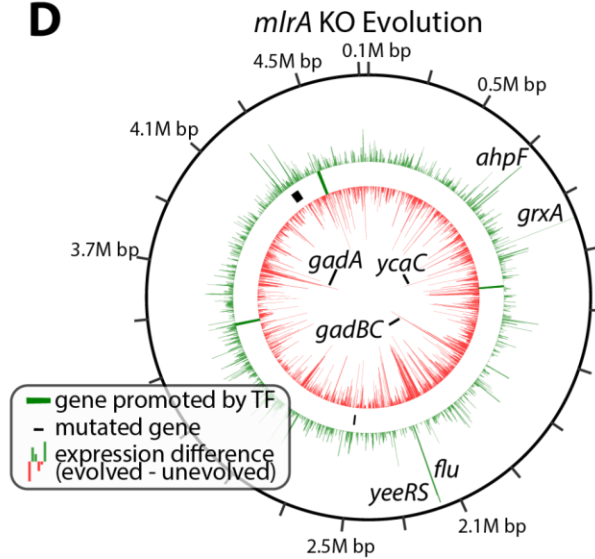

**Supplemental Figure 3: (A)** The vertical axis shows the expression change in genes when compared to the unevolved wildtype sample, with the red and green violin plots representing the unevolved and evolved *basR* KO-ALE respectively. Moving from left to right, the first column are all the directly regulated genes of *basR*, the second column are all regulatory targets of the first column's genes, and so on until no more genes can be reached leaving 388 genes that are not connected to *basR*. **(B)** The middle ring shows where in the chromosome mutations and *basR*'s regulon are while the red and green activities represent transcriptional changes for the *basR* KO-ALE. **(C)** Same as panel A, but constructed for *mlrA*. **(D)** Same as panel B, but constructed for *mlrA*.

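Against unevolved wt, 1487 genes of the unevolved *basR* KO had an unadjusted p under 0.05 and in the unevolved *mlrA* KO 645, out of 4081 tested. The median gene was at 0.12 in the unevolved *basR* KO and at -0.08 in the unevolved *mlrA* KO, so a group of genes is best read against that shift. Among the genes taken as BasR-regulated, 8 of 11 were higher and 3 lower in the unevolved KO, and 4 were higher and 7 lower at A7.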

*crp*, Crp-1

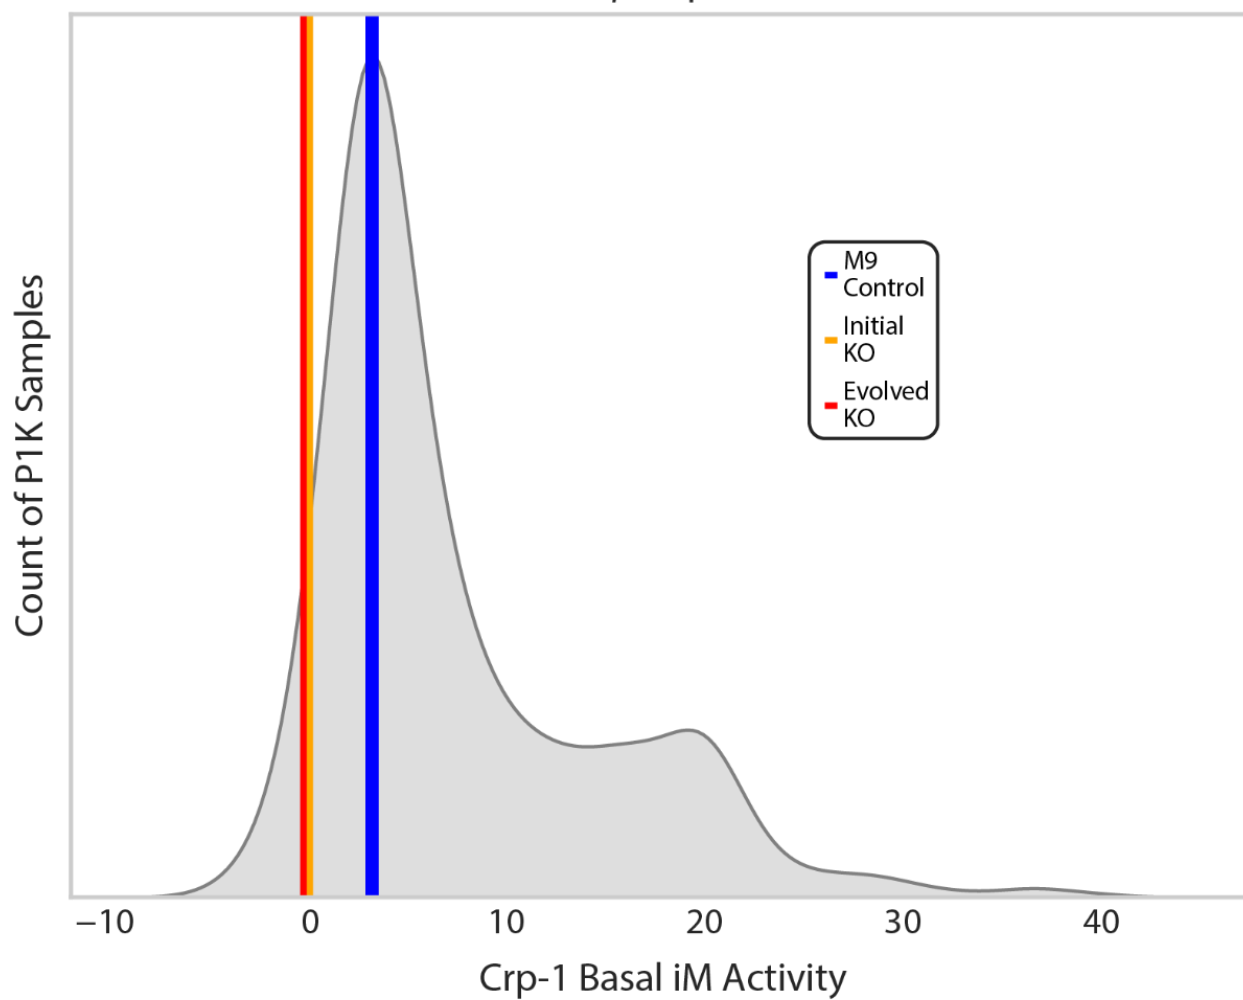

*fur*, Fur-1

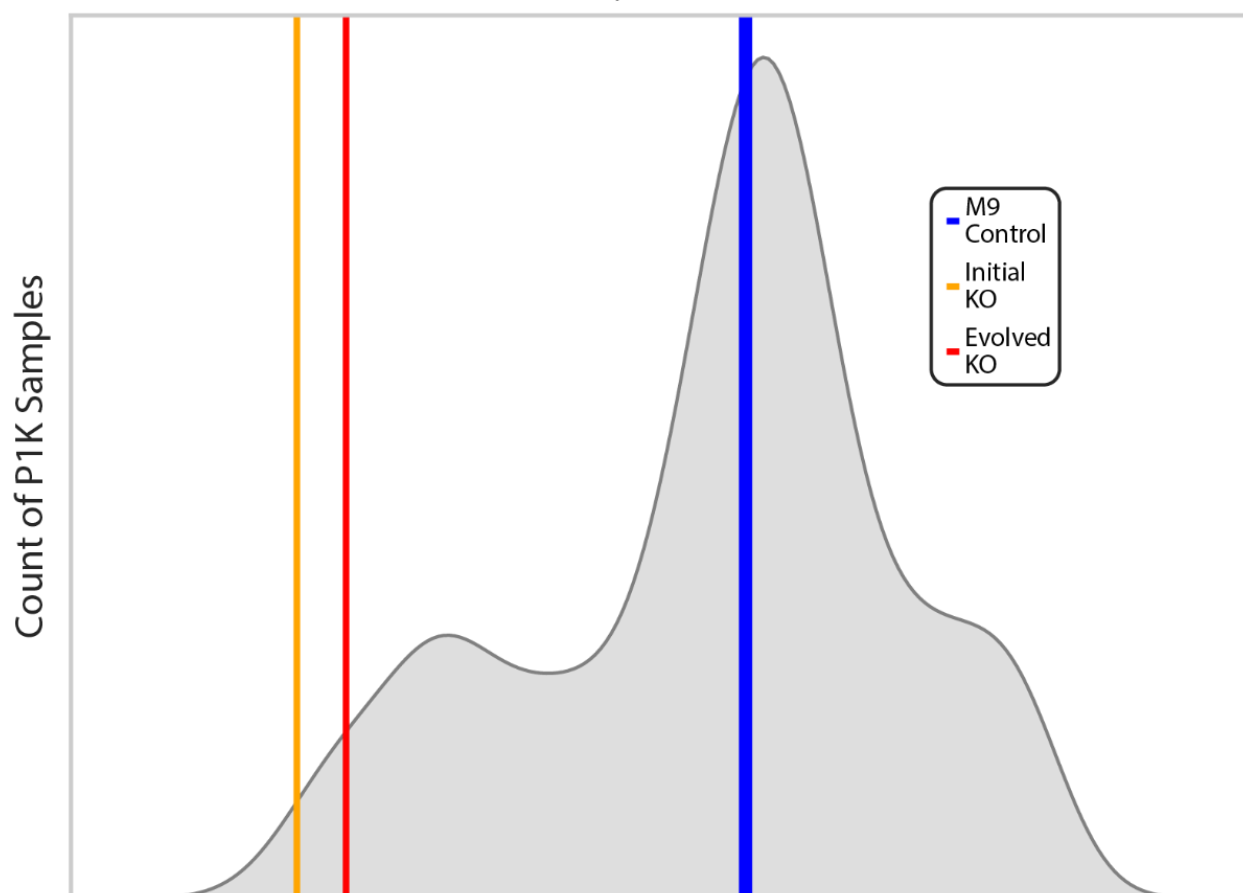

**Supplemental Figure 4 - Crp-1 and Fur-1 basal-adjusted iM activity.** Density plot of the Crp-1 and Fur-1 basal-adjusted iModulon's activity level across PRECISE1K samples.

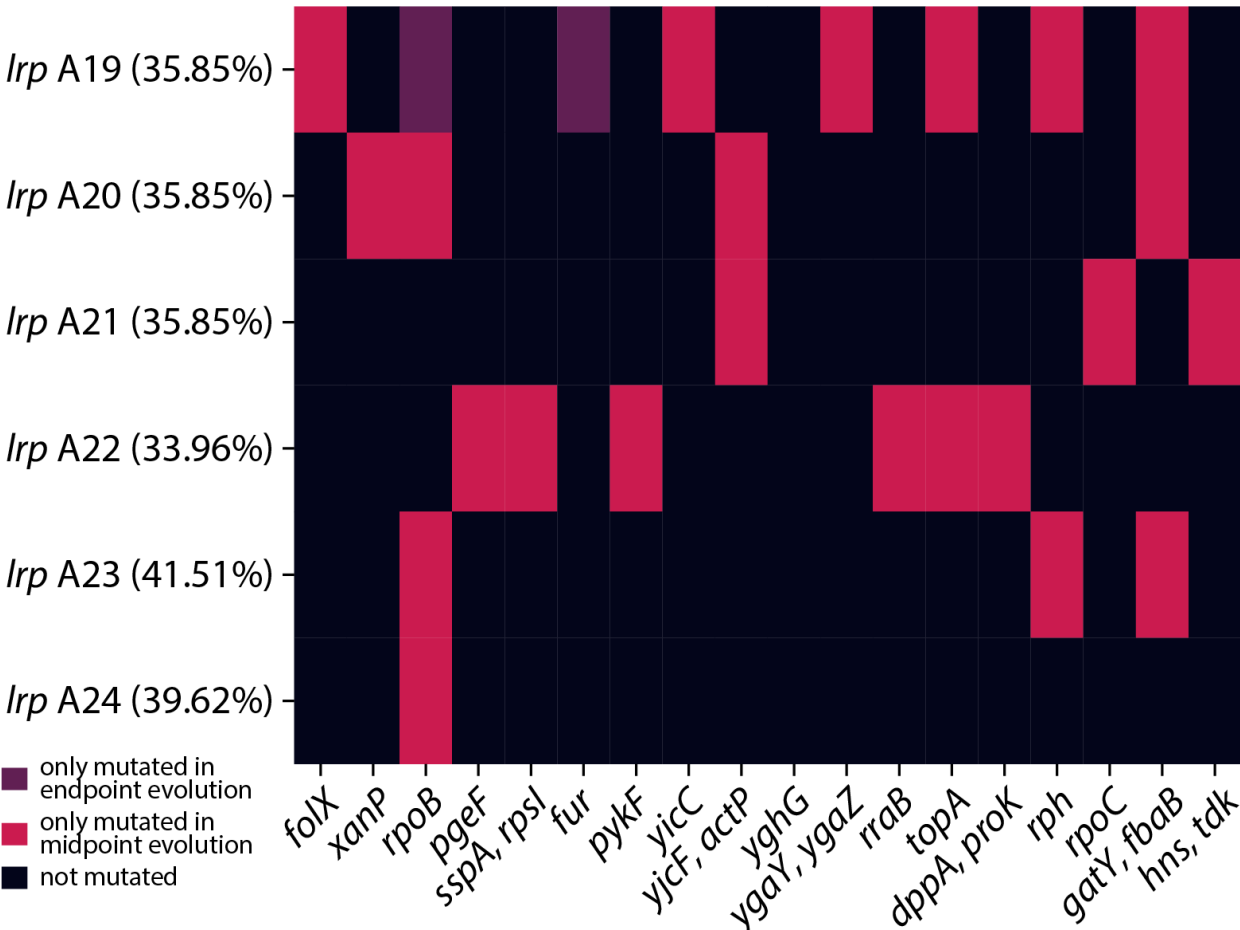

**Supplemental Figure 5 - Lrp KO-ALE mutations:** Mutations found in *Lrp* KO-ALEs across all samples. Only mutations found in at least two samples are shown.

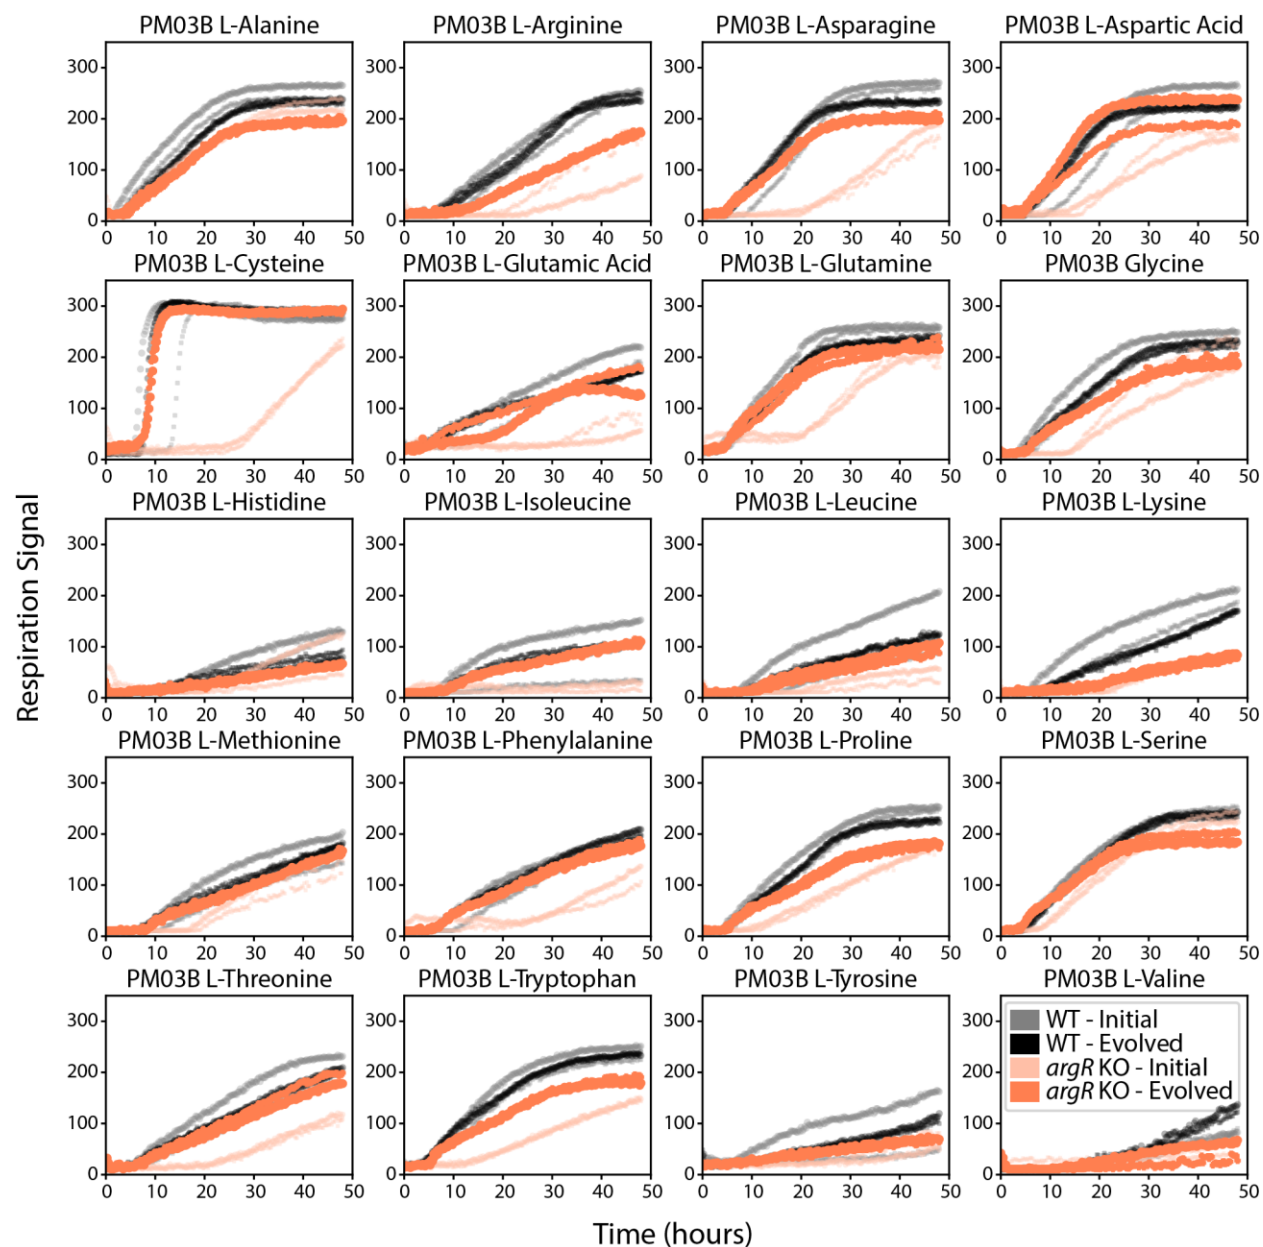

**Supplemental Figure 6:** Respiration signals is an opacity reading that is the measurement for growth for OmniLog plates. Each plot here represents a different nitrogen-limited plate supplemented with an amino acid.

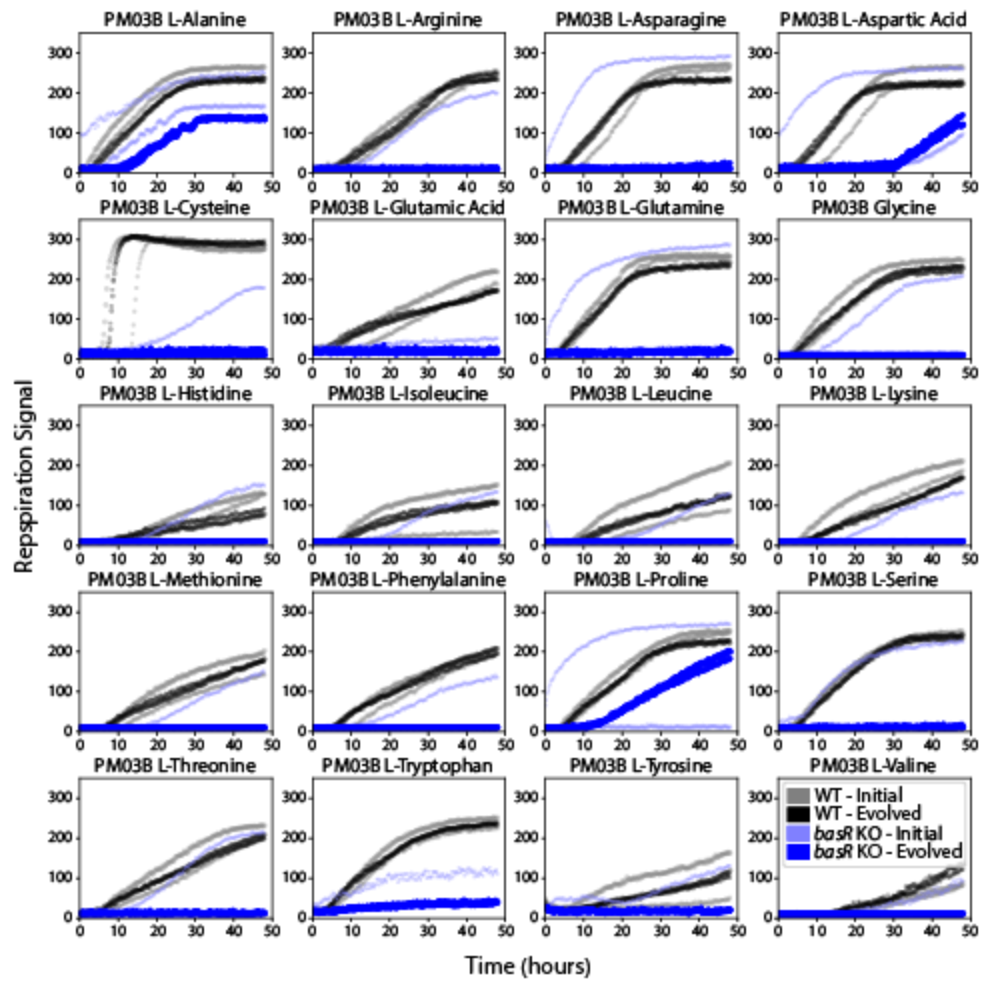

**Supplemental Figure 7:** Respiration signals is an opacity reading that is the measurement for growth for OmniLog plates. Each plot here represents a different nitrogen-limited plate supplemented with an amino acid.

How the deposited data were processed for this re-analysis (not part of the article)

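The authors' deposited table gives log2(TPM + 1) per gene and library, and its values were used as they are. The authors processed the reads with their own workflow, whose versions are not stated, counted them per gene and scaled them to TPM. The genome build and the use of strand in counting are not stated, and genes carry MG1655 locus tags. Of 4257 entries, 4253 matched a locus tag of the reference annotation, which was used for names, lengths and neighbours. The 4081 genes with a value in all 46 libraries were tested; 87 genes with values only in the *crp* and *fur* libraries and 89 genes without values were left out. *ryhB* and *sgrS* are not analysed here, and neither are *gadF*, *gatC*, *leuL*, *ilvL*, *ilvX*, *ilvG* and *wcaG*, which lack values in some or all libraries.

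The 46 libraries form 23 conditions (strain, lineage and stage) of 2 duplicates, taken from the sample labels. The labels R1 and R2 name separate duplicate cultures, so duplicates were not paired between conditions. The *crp*, *fur* and *lrp* strains belong to one round of evolution and wt, *basR*, *lon* and *mlrA* to the other. Depth was estimated from the spacing of low TPM values, using up to 400 low values per library, read numbers up to 20 and a tolerance of 0.05 of a read. Under this estimate 95.75 to 100% of these values were whole reads, against 10.0% by chance.

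Fold changes were estimated in R 4.3.3 with limma 3.58.1: lmFit on all 46 libraries with one mean per condition, contrasts, and eBayes with a trend. P-values are two-sided and adjusted by the Benjamini-Hochberg method over the genes of each comparison, with 0.05 as the threshold. Genes named before the data were examined also have an adjusted p over the named list alone. These are all genes the paper names for these samples in its results or labels in Figs 2d, 3c, 4d, 5c and 5d. The paper took them from these same libraries, and those of Figs 3c and 4d were picked for being differentially expressed. The adjusted p over the named list is therefore no separate test. For each comparison whose count is reported, up to 3 genes per direction were added by a fixed rule. They have the largest log2 fold change among genes with an adjusted p under 0.05, a mean of at least log2(10 + 1), and both duplicates of one condition above both of the other. Gene sets were tested with fry, adjusted over the comparisons of each set. Changes over the 7 backgrounds were tested with an exact sign-flip test of 128 flips and with limma on the 7 differences. Figures were drawn in Python 3.11.15 with numpy 2.4.6 and matplotlib 3.10.9.

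The membership of the iModulons was not used here, and gene sets stand in for them. Those of the ribosome, RpoS, acid resistance, BasR, curli, Fur, Lrp, capsule and flagella were written before the data were examined. Those of acid resistance and of the other Lrp operons are labels of Figs 5d and 5c, and the *gat*, *glt* and *liv* operons are named in the paper, so in the comparisons shown there they were picked by their change in the same libraries. The OxyR list was written after some of its genes had been seen. The flagellar and chemotaxis list used to compare the *lon* and *mlrA* KOs was trimmed by 3 genes after a first value had been seen. The gene results carried through the alternatives were narrowed to 237 after first results had been seen, which removed some that reversed under an alternative.

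Alternatives were a fit of only the groups compared, a replicate block, pseudocounts of 0.1 and 10, a mean filter of 10 TPM, scaling of libraries to a common median, eBayes without trend, a same-round reference, camera with an inter-gene correlation of 0.01, the evolved wt as reference, leaving out wt, and leaving out single libraries. Sample weights were added after the data had been seen. The pipeline was tested on simulated data with 200 changed genes out of 4081. It called 93.2% of the 2-fold and 96.9% of the 4-fold changes, and 5.0% of the called genes had not been changed. Of 200 unchanged sets, 4.5% had p under 0.05. These rates describe the simulated data only. In the deposited data the spread was unequal, with sample weights from 0.247 at the *mlrA* A15 endpoint to 1.79 at the *lrp* A23 endpoint. The rates are therefore no measure of missed or false calls in the deposited data.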

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

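The tests of depth against spread, of the OxyR-regulated genes, of the splits and of scaling and duplicate spread in the interaction, of short genes, and of the shared reference and round for *lon* and *mlrA* were chosen only after the result was seen. So were the comparisons set beside a test value below: the direction, same-round and A7 values of *ygiV* and *ygiW*, the OxyR value of *lrp* A23, the acid resistance value of the *basR* KO, the rank correlations and the counts with only the groups compared. The other tests in this part were written before their values were computed. The reported comparisons and gene sets other than the OxyR list were chosen before the data were examined.

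The change during evolution was compared with that of wt in each KO. The number of genes that evolved differently was 87 in the *basR* KO, 1927 in *crp*, 841 in *fur*, 329 in *lon*, 1866 in *lrp* and 221 in *mlrA*. With libraries scaled to a common median the count was at least 0.913 times as large in every KO, and with sample weights at least 0.855 times, so no total fell by much. That does not exclude scaling, which moved the direction of many calls. In the *lrp* KO, 1451 genes were higher and 415 lower, but 907 and 797 after scaling, and in the *basR* KO 60 and 27 became 49 and 50. With only the groups compared, however, the count of *mlrA* fell to 19 and that of *fur* to 618. *mlrA* A15 has widely differing duplicates, so duplicate spread is not excluded for *mlrA*. Of the genes that also differed at least 2-fold, a median of 46.5% over the 6 KOs had moved the other way in the unevolved KO. The range was from 7.69% in *basR* to 64.2% in *lon*. Reversal of the change made by the KO may therefore account for part of these genes. It leaves out most of them in *basR*, where 2 of 26 had moved the other way, in *lrp*, where 288 of 861 had, and in *mlrA*, where 37 of 87 had. For *crp*, *fur* and *lrp* the comparison with wt evolution also spans the rounds.

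OxyR-regulated genes, 16 in number, rose by a mean log2 change of 1.63 at *lon* A17 (adjusted p = 1.26e-21, with 11 of 16 significantly higher) and of 0.98 at *mlrA* A15 (adjusted p = 6.90e-19, with 10 higher and 2 lower). Compared with wt evolution the differences were 1.96 and 1.32. The list was written after *grxA*, *ahpF*, *katG* and dps had been seen among the largest changes, and the 12 other genes rose by 1.06 and 0.44. *grxA* is shorter than 300 bases. The other 2 endpoints of the same round did not rise, the larger mean being -0.119, so a batch shared by the round does not account for it. A smaller rise was present at *lrp* A23, of 0.355 (adjusted p = 4.33e-11, with 10 higher and 2 lower), or 0.127 after scaling, so a rise is not particular to *lon* and *mlrA*. The set fell at the *crp* and *fur* endpoints, by 1.06 in *crp* A1. In *lon* A17 and *mlrA* A15 the smaller rise after scaling was 1.07, and the smallest difference between single duplicates was 0.815. A response to oxidative stress in these lineages is a hypothesis that was not tested, and the mutations behind it may differ between them.

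In the unevolved *basR* KO *ygiV* rose by 6.33 and *ygiW* by 4.68, and the neighbouring *qseB* and *qseC* by 3.47 and 3.13. The smaller of the last 2, 3.13, was the value set beforehand as the test of raised QseB activity. Over 15 other comparisons *ygiV* moved by -0.97 to 1.70 and *ygiW* by -2.63 to 1.495. In the *lon* and *mlrA* KOs of the same round *ygiW* moved by up to 1.55 in size, and this test by size alone left a difference of the wt libraries open. The moves were downward, however, at -1.55 and -0.63, and against all other unevolved strains of the round *ygiV* was at 6.65 and *ygiW* at 5.41. Low values in the wt libraries would have given the opposite. At the A7 endpoint, which descends from this KO, *ygiV* was at 5.96 and *ygiW* at 4.70 against wt, so the rise is not limited to the unevolved cultures. A difference other than the deletion that the KO strain passed on to A7 was not tested, and the pattern cannot be told apart from it. Raised BasS acting on QseB is a possible explanation only as a hypothesis, since no phosphorylation data were used here.

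In the unevolved *basR* KO *basS* rose by 4.23. Read-through from the cassette is unlikely to be general, since a neighbour was raised at least 2-fold in 1 of 6 KOs. *yhfK* beside *crp* and *trxB* beside *lrp* were lower, at -3.56 and -0.999. Read-through at the *basR* locus alone was not tested and cannot be told apart from loss of a repressing effect.

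More genes changed in the unevolved *crp*, *lrp* and *fur* KOs than in the others. The *crp* and *fur* libraries form a separate group in the deposited table, and the correlation across genes of their changes exceeded the larger of their correlations with the *lrp* changes by 0.102. Genes are not independent replicates. Separate processing may thus contribute to the counts of *crp* and *fur* and cannot be excluded, although the correlation of *basR* with *crp*, at 0.428, was higher than the 0.322 of *crp* with *fur*.

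The duplicates of *crp* A2, *fur* A13, *mlrA* A15 and *crp* A4 endpoints differed most. Depth did not account for it: over 23 conditions the Spearman correlation between the lower depth and the spread was -0.308 (permutation p = 0.154, two-sided, adjusted p = 0.308 over 2 correlations). A uniform background such as genomic DNA in one duplicate would raise weakly expressed genes. In the 4 conditions the percentage of such genes higher in one duplicate was 57.3 at the lowest and 93.3 at the highest, against 50.1 to 69.2 in the other 19. A background may therefore be present in *fur* A13 and *crp* A4, and their spread cannot be told apart from it. In *crp* A2 (62.6) and *mlrA* A15 (57.3) the percentage lay within the range of the other 19. It gives no sign of a uniform background there.

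The count of 662 genes changed in common was reached by 1 of 64 sign-flip splits, the real grouping, and the next largest was 0. With 7 backgrounds a split test has little resolution, and the common change is consistent with adaptation to the growth medium as a hypothesis, while culture at a later date would give the same splits.

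Genes under 300 bases varied 1.80 times as much between duplicates as longer genes at the same expression, and made up 12 of 73 genes with the largest changes (16.4%) against 9.14% of expressed genes. Loss of reads on short genes was not itself tested, and larger spread alone could give the same excess.

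The changes of the unevolved *lon* and *mlrA* KOs correlated at 0.668 across genes, which are not independent replicates. Without 57 flagellar and chemotaxis genes, a list trimmed by 3 genes after a first value had been seen, the correlation was 0.369, so these genes may account for part of it. The median of the other 14 pairs of KOs, which share the wt reference too, was 0.116 and the highest 0.428. *basR* of the same round reached a Pearson correlation of 0.159 with them, well under 0.668. By rank its correlations were higher, at 0.369 with *lon* and 0.311 with *mlrA*, against 0.158, 0.0468 and -0.0398 of *lon* with *crp*, *fur* and *lrp*. The rank correlation of *basR* with *crp*, of the other round, was higher still, at 0.485, so these values do not show a part shared by the round, and do not exclude it.

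Acid resistance genes were higher in the unevolved *lrp* KO than in wt by 2.24. The smaller of the changes in the *crp* and *fur* KOs of the same round was 0.819, and *crp* was at 4.16. The *basR* KO, of the round of wt, was at 1.14, above *fur*. The *lon* and *mlrA* KOs of that round were at 0.385 and 0.0138, below *crp*, *fur* and *lrp*. These values go both ways, and a part that comes from the round could not be told apart from the KO.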

How the results depend on the processing

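Alternatives were chosen before the data were examined, except sample weights, which were added after the data had been seen. No cause was tested for the moves in this part unless a value shows it. Of the values under alternatives, the call was held for 184 of 197 counts of changed genes, 76 of 90 percentages of KO changes kept, 708 of 738 set values, 15 of 15 values over 7 backgrounds and 1932 of 1955 values of named genes. The named-gene results had been narrowed to 237 after first values were seen, and this removed some reversals, among them acid resistance genes of the unevolved *lrp* KO with the same-round reference, so the last share does not cover them. Leaving out a library moves a mean of 2 by less than their spread, so it shows no stability: *basS* in the unevolved *basR* KO ran from 4.20 to 4.27, *ptsG* in the *crp* KO from -3.19 to -2.93 and *sodB* in the *fur* KO from -4.62 to -4.05.

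A replicate block held every call, and the count of the unevolved *basR* KO was 1120 instead of 1107. Over 253 pairs of conditions the correlation of duplicate differences had a mean of 0.011 (median 0.00119), so the labels give little sign of pairing.

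Counts moved widely in several comparisons. With sample weights the unevolved *lon* KO had 1371 genes instead of 723 and the *mlrA* KO 700 instead of 226, or 597 with the same-round reference. For *fur* A13 the count of 1643 became 713 with only the groups compared and 917 with weights, and for *mlrA* A15 1218 became 318 and 671. The interaction count of *basR* became 217 with only the groups compared and 366 with weights, and that of *lon* 520 and 627. For *mlrA* it was 19 with only the groups compared, and the common count was 314 without wt.

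The percentage of KO changes kept rose with a pseudocount of 10 to 70.5 in *basR* A7, 40.1 in *fur* A13, 32.3 in *fur* A18 and 22.5 in *lrp* A23, and fell to 33.1 in *lon* A17 and 27.1 in *mlrA* A15. With wt A3 as the reference it was 39.8 in *crp* A1, 23.5 in A2, 22.1 in A4, 40.8 in *fur* A13 and 27.9 in *lrp* A23. It fell with that reference to 52.6 in *basR* A7, 41.3 in *lon* A17 and 36.2 in *mlrA* A15. In *mlrA* A15 it was 18.4 with only the groups compared, 61.5 with the mean filter and 30.0 with weights.

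Under camera several set changes were no longer significant: the *gat* operon from the unevolved *crp* KO at 0.66 in A2 (adjusted p = 0.126, range over alternatives 5.48e-07 to 0.126) and 0.41 in A4 (adjusted p = 0.37, range 0.000184 to 0.37), the *ent* operon at -0.60, -1.15 and -1.22 in A13, A14 and A18 (adjusted p = 0.13, 0.0821 and 0.0821), the ABC iron genes in A18 at -0.36 (adjusted p = 0.623), and the BasR genes at 0.57 in the unevolved KO (adjusted p = 0.259), -0.52 from it to A7 (adjusted p = 0.259) and 0.056 against wt (adjusted p = 0.802), and without *basS* -0.57 (adjusted p = 0.221). With only the groups compared the same happened for the *gat* operon in A4 at 0.41 (adjusted p = 0.156), for the BasR genes without *basS* from the KO to A7 at -0.57 (adjusted p = 0.0726), for the flagellar genes of *mlrA* A15 against wt at 0.88 (adjusted p = 0.242) and for *sodB* at the *fur* A18 midpoint at 0.76 (adjusted p = 0.0532, range 6.04e-05 to 0.0532), while the capsule genes of *lon* A17 against wt at 0.25 became significant (adjusted p = 0.00875).

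With a pseudocount of 10 the *gat* operon in A4 was at 0.18 (adjusted p = 0.14), the ABC iron genes in A14 became significant at -0.19 (adjusted p = 0.0378) and in A13 reversed to 1.1e-05. With the mean filter the BasR genes from the KO to A7 were at -0.21 (adjusted p = 0.567). Without *basS* they were at 0.35 in the unevolved KO (adjusted p = 0.0424), at -0.27 from it to A7 (adjusted p = 0.411), and reversed to 0.079 against wt. With median scaling the ABC iron genes reversed to 0.036 in A13 and were at -0.17 in A18 (adjusted p = 0.187), the BasR genes at A7 against wt reversed to -0.019 and without *basS* were at -0.44 (adjusted p = 0.0104), and the capsule genes of *lon* A17 against wt were at 0.37 (adjusted p = 0.017). With sample weights the ABC iron genes in A14 at -0.23 (adjusted p = 0.0467), the BasR genes without *basS* at 0.21 and -0.37 (adjusted p = 0.00709 each) and the capsule genes at 0.25 (adjusted p = 0.0186) became significant.

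Directions of single genes near 0 reversed in some alternatives. *rcsA* in the unevolved *mlrA* KO was at 0.00039 with a pseudocount of 10 and 0.0496 with median scaling, and with the same-round reference at -1.81, where it was significant. *basR* in the unevolved *mlrA* KO was at 1.91 with the same-round reference, which contains the *basR* KO, and at 0.10 at A15 against wt with median scaling. In the unevolved *lrp* KO *rho* was at -0.12 with the same-round reference and at 0.29 with median scaling, where it was significant (adjusted p = 0.00103). *ompX* was at 0.12 with median scaling and at -0.59 with the same-round reference, where it was significant (adjusted p = 7.92e-11). *ilvM* was at 0.15 with median scaling. These are the only reversals among the named genes carried through. Among the 210 gene results that are not main conclusions, which include these, 8 of 1736 values were weaker and 7 stronger, and 4 of the weaker ones were of *ydaG*.

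A depth of 1.295 M reads (M, mega) in the shallowest *fur* library limits calls for weakly expressed genes there, and 2 libraries per condition limit all of them.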

Differences from the paper's values

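The tests behind this part are the alternatives set before the data were examined, and values of the paper were read by eye from its figures. A value was listed when its sign differed or its gap exceeded the larger SD between duplicates of the conditions compared. An alternative closed a gap when neither held any longer. The precision of the reading was not allowed for. The gaps of *gatA*, *gatY*, *gatZ* and of *sodB* at the A18 midpoint are small enough to be reading error alone. In Fig. 3c, in log10 fold change against unevolved wt, *ptsG* in the unevolved *crp* KO was -0.921 where the paper has about -0.8 in Fig. 3c, read by eye; the same-round reference closed the gap and the other 11 of 12 alternatives did not. At the A2 midpoint it was -0.387 where the paper has about -0.2 in Fig. 3c, and at the A2 endpoint -0.288 where the paper has about -0.2 in Fig. 3c, and none of 11 alternatives closed either. *gatA* was -1.84 where the paper has about -1.9 in Fig. 3c, closed by median scaling alone; *gatY* was -1.13 where the paper has about -1.1 in Fig. 3c, closed by a pseudocount of 10 alone. *gatZ* was -1.28 where the paper has about -1.3 in Fig. 3c, closed by leaving out replicate 1 of the unevolved *crp* KO or of wt and by no other. *rmf* was 0.496 where the paper has about 0.4 in Fig. 3c, closed by median scaling alone.

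In Fig. 4d, in log10 fold change, *sodB* at the A13 midpoint was 0.315 where the paper has about 0.2 in Fig. 4d, and at the A14 endpoint -0.255 where the paper has about -0.1 in Fig. 4d, and no alternative closed either. At the A18 midpoint it was -1.08 where the paper has about -1.1 in Fig. 4d, closed by a pseudocount of 0.1, by median scaling and by leaving out replicate 1 of the midpoint or of wt, and not by the others.

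In Fig. 5c, in log2 fold change of the unevolved *lrp* KO, the value was -4.20 for *gltBDF* where the paper has about -1.1 in Fig. 5c, -0.88 for *ilvLXGMEDA* (paper about -1.1 in Fig. 5c), -5.06 for *ilvIH* (paper about -0.9 in Fig. 5c), -2.70 for *leuLABCD* (paper about -1.0 in Fig. 5c), 0.11 for *rhoL*-*rho* (paper about -1.2 in Fig. 5c) and -0.055 for *yliM*-*ompX* (paper about -0.9 in Fig. 5c). It was 5.38 for *yjbJ* (paper about 1.2 in Fig. 5c), 2.02 for *yodC* (paper about 1.3 in Fig. 5c), 4.26 for *dtpA* (paper about 1.4 in Fig. 5c) and 4.10 for *ymgF* (paper about 2.3 in Fig. 5c). A pseudocount of 10 closed the gap for *ymgF*, and none of the 12 alternatives closed any of the others. The values given for *rhoL*-*rho* and *yliM*-*ompX* were those of *rho* and *ompX* alone. *ilvL*, *ilvX*, *ilvG* and *leuL* were not used either. For these operons a part is thus set against the paper's value for the operon, and a difference in sign or size may come from that.

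In Fig. 5d, in log2 fold change of *lrp* A23 against the unevolved KO, the value was -4.92 for *gadBC* (paper about -1.1 in Fig. 5d), -4.46 for *hdeD* (paper about -0.8 in Fig. 5d), -4.10 for *hdeAB*-*yhiD* (paper about -0.7 in Fig. 5d), -3.33 for *cspH* (paper about -2.0 in Fig. 5d) and 3.47 for *greA* (paper about 0.7 in Fig. 5d). None of the alternatives closed any of these.

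Beyond the printed values, ABC iron transport genes, standing in for Fur-2, were raised in the *fur* KO and stayed raised at the endpoints, where the paper describes its Fur-2 iModulon as little changed. Curli genes fell further at *mlrA* A15, where the paper describes little effect. The *glt*, *liv* and other Lrp operons rose part of the way at *lrp* A23, where the paper describes them as not changed by evolution. In *crp* A2 *ptsG* stayed under wt, where the paper describes its expression as restored, and at *fur* A14 *sodB* was under wt at the endpoint.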

Other observations

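The tests cited in this part were run for the results they concern, and those of the OxyR-regulated genes and of the splits were chosen only after the result was seen. The comparisons were chosen before the data were examined.

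The glutamate decarboxylase genes were the largest decreases at most endpoints, wt included, and the common change of the acid resistance genes is not tied to any one KO. *gadA* and *gadB* are near-identical, and reads could have been split between them, while *gadC*, which is not duplicated, fell by 5.05 over the backgrounds. With a pseudocount of 10 the decrease of the acid resistance genes was -2.69.

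Most genes that changed by both KO and evolution moved back during evolution, with 437 of 442 in *crp* A1 and 118 of 118 in *fur* A13. A change measured against an ancestor that also enters the KO comparison favours opposite signs, because both share the unevolved library, so the share could be raised by that. The median of 46.5% for reversal among genes evolving differently from wt has the same limit.

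wt belongs to one round only. Repeating unevolved wt beside the *crp*, *fur* and *lrp* KOs would separate the round from the KO for changes not held within the round or not compared there.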
